# UV Laser-Induced, Time-Resolved Transcriptome Responses of *Saccharomyces cerevisiae*

**DOI:** 10.1534/g3.119.400291

**Published:** 2019-06-18

**Authors:** Melinda Hauser, Paul E. Abraham, Lorenz Barcelona, Jeffrey M. Becker

**Keywords:** yeast, gene expression, RNAseq, UV-laser-induced response

## Abstract

We determined the effect on gene transcription of laser-mediated, long-wavelength UV-irradiation of *Saccharomyces cerevisiae* by RNAseq analysis at times T15, T30, and T60 min after recovery in growth medium. Laser-irradiated cells were viable, and the transcriptional response was transient, with over 400 genes differentially expressed at T15 or T30, returning to basal level transcription by T60. Identification of transcripts exhibiting enhanced differential expression that were unique to UV laser-irradiation were identified by imposing a stringent significance cut-off (*P* < 0.05, log_2_ difference >2) then filtering out genes known as environmental stress response (ESR) genes. Using these rigorous criteria, 56 genes were differentially expressed at T15; at T30 differential expression was observed for 57 genes, some of which persisted from T15. Among the highly up-regulated genes were those supporting amino acid metabolic processes sulfur amino acids, methionine, aspartate, cysteine, serine), sulfur regulation (hydrogen sulfite metabolic processes, sulfate assimilation, sulfate reduction), proteasome components, amino acid transporters, and the iron regulon. At T30, the expression profile shifted to expression of transcripts related to catabolic processes (oxidoreductase activity, peptidase activity). Transcripts common to both T15 and T30 suggested an up-regulation of catabolic events, including UV damage response genes, and protein catabolism via proteasome and peptidase activity. Specific genes encoding tRNAs were among the down-regulated genes adding to the suggestion that control of protein biosynthesis was a major response to long-wave UV laser irradiation. These transcriptional responses highlight the remarkable ability of the yeast cell to respond to a UV-induced environmental insult.

Absorption of ultraviolet (UV) radiation by living cells has the potential to damage nucleic acids and proteins either by direct energy absorption or indirectly through the generation of free radicals or singlet oxygen species (Basu 2018). It is well-documented in humans that excessive exposure to UV radiation results in a variety of skin cancers and damage to the lens of the eye (Modenese *et al.* 2018). In yeast, exposure to short-wave UV radiation results in damage to DNA, stimulating mitotic recombination-based repair which is largely completed during the first cell cycle after irradiation (Yin and Petes 2013).

Most of the research on UV carcinogenesis has concentrated on short-wavelength radiation (280-315 nm), although radiation of long-wavelengths also may be carcinogenic. Whereas short-wavelength UV is absorbed by DNA, long-wavelength radiation is toxic by indirect mechanisms in which reactive oxygen species are generated after the radiation is absorbed by cellular molecules (de Laat *et al.* 1996).

Our impetus for using laser-mediated irradiation is to cross-link receptor-ligand and receptor-intracellular protein interactions in live yeast in a time-resolved manner. UV light is routinely used to cross-link photoactivatable groups to proteins of interest (Pham *et al.* 2013). Generally, the protocol involves incubation for tens of minutes under UV bulbs emitting light at 360 nm. A laser provides high power radiation using monochromatic, collimated light. These optical properties lead to high radiance (emitter power per unit area cross-section of the beam) enabling focusing of the high power to a small area with high local fluence rates.

In a previous study using UV-laser irradiation, we induced a rapid cross-linking of a peptide labeled with photoactivatable amino acid analog *p*-benzoyl-L-phenylalanine (Bpa) into a binding pocket of bovine serum albumin (Hauser *et al.* 2018). This protocol allowed cross-linking of the ligand to the substrate in a matter of seconds, in contrast to longer exposure required under a conventional UV lamp. This established the feasibility of using laser-induced cross-linking to capture protein-protein interactions in a live yeast cell in a matter of seconds in a time-resolved manner.

To extend this methodology to the irradiation of a whole cell, it was necessary to determine whether a short burst of long-wavelength UV energy impacted cell viability or affected gene expression that would influence the analysis of whole cell protein cross-linking. Depending on the experimental conditions, changes in gene expression could influence the results of cross-linking studies by altering expression of genes encoding target proteins. In this correspondence, we conducted an examination of early changes in the yeast transcriptome subsequent to a short burst of laser energy. Within 15 min of inoculating laser-irradiated cells into fresh medium, it was determined that there was a change in the transcriptional profile of hundreds of genes, including a subset of environmental stress response (ESR) genes (Gasch *et al.* 2000). The change was transient, with differential expression persisting for 30 min before returning to near baseline levels by 60 min underline the rapid ability of the yeast cell to respond to a UV-induced environmental insult. The most highly expressed genes appeared to be those involved in protein synthesis and degradation and in oxidative repair mechanisms.

## Materials and Methods

### Strain and growth conditions

Experiments were conducted using *Saccharomyces cerevisiae* strain BY4741 (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*), a direct descendant of *Saccharomyces cerevisiae* S288C (see Reagent Table). Apart from its auxotrophies, BY4741 is essentially identical to S288C, the strain used for the systematic yeast genome sequencing project (Goffeau *et al.* 1996; Engel *et al.* 2014) which serves as the reference genome for this study. BY4741 cultures were maintained on YEPD solid medium (1% yeast extract, 2% peptone, 2% glucose, 2% agar) incubated at 30°. For liquid cultures, strains were grown in an orbital shaking incubator (30°, 150 RPM) in YEPD without agar.

### Laser irradiation

The Explore One XP 355-1 UV laser (Spectra-Physics, Santa Clara CA) controlled by L-Win, a LabView-based graphical user interface, was used to irradiate samples. The software indicated that the energy per pulse at a pulse repetition frequency was 50 kHz and laser output set at 75% maximum amperage was 36.7 × 10^−6^ J/pulse. Irradiating the sample under these conditions for 30 sec results in the delivery of approximately 55 J. The beam was directed through a plano-concave lens (f 75.0 mm, Ø1” UV Fused Silica, Thorlabs, Newton, NJ) to expand the diameter to approximate that of the diameter of the sample tube (10 mm), and the beam was reflected off a fused silica UV-laser mirror (Thorlabs, Newton, NJ) down into the tube. To begin the irradiation, the tube containing the sample was placed into a benchtop freezer block, chilled to -20°, the block positioned such that the aperture of the tube was in alignment with the beam, and the samples were irradiated. Upon completion of the 30s irradiation interval, the tubes were stored on ice until used as described below.

### Measurement of cell growth

Three biological replicates of BY4741 (40 mL cultures) were grown overnight and each were processed identically. Mid-log phase cells were harvested by centrifugation and washed twice with 25 mL sterile phosphate buffered saline (PBS: 10 mM Na_2_HPO_4_, 1.5 mM KH_2_PO4, 3 mM KCl, 150 mM NaCl, pH 7.4) and finally re-suspended in 3 mL PBS. Two 0.5 mL samples were placed into 2 mL flat bottom Eppendorf tubes and were kept on ice. One of the two samples was laser-irradiated for 30s as specified above, the second was not irradiated and served as a control. Following laser treatment, control and laser-irradiated cells were counted and diluted to a concentration of 2 × 10^6^ cells/ml in YEPD. Four technical replicates (200 μL) of each of the three biological replicates for both control and laser treated samples were added to a 96-well plate. The plate was incubated in the spectrophotometer (BioTek PowerWave 340, Winooski, VT) at 30° with shaking. The A_600_ was measured every 30 min to monitor the growth of the cells until stationary phase was reached.

### Trypan blue exclusion

A small portion of the laser-irradiated and control cells prepared for the growth curve (above) was diluted to 4 × 10^8^ cell/mL (100 µL total volume), mixed with 100μL of 0.4% Trypan blue with 0.85% NaCl for microscopic examination. In addition, a non-viable control was prepared by heating cells (100 µl, 4 × 10^8^ cells/mL) to 100° for 10 min prior to trypan blue staining. The slides were imaged on a Keyence BZ-X710 Microscope (Itasca, IL) set for bright field, and images were collected using the 40x objective. The color, white balance and exposure were maintained across all images. The percent viability was determined for laser treated and control cells across four different fields. Data reported are the average of the determination across the three biological replicates.

### Post-Irradiation time course for RNASeq

The process described below was repeated in triplicate for a total of three biological replicates. An overnight culture of BY4741 was used to inoculate a 50mL culture of YEPD to a density of 2 × 10^7^ cells/mL which was then grown for an additional 5 hr until mid-log phase. The cells were harvested by centrifugation, washed, re-suspended in 1 mL PBS, chilled on ice and counted. The cells were adjusted to a final volume of 6mL in PBS at a concentration of 5 × 10^8^ cells/mL. The 6 mL of cells were split into two 3 mL portions and held on ice. The first was left on ice while the second was further divided into 6 × 0.5 mL cultures in 2.0 mL flat bottom Eppendorf tubes and laser irradiated as described above. Upon completion of laser irradiation, the 6 × 0.5 mL portions were combined back into a single 3 mL sample. Laser and non-laser treated groups (3 mL) were added to 100 mL YEPD pre-warmed to 30° (final density of 1.5 × 10^7^ cells/mL). Immediately upon inoculation, a 21 mL sample of the culture was removed and labeled as Time 0 (zero incubation time in the YEPD post-inoculation) and the remaining 82 mL of culture was placed into an orbital shaking incubator. One mL of the 21 mL sample was used to measure optical density. The remaining 20 mL were harvested by centrifugation at 4°, washed with ice cold PBS, harvested, re-suspended in 1 mL of ice-cold PBS, and transferred to a 2 mL Eppendorf tube. The cells were then harvested again, the PBS was removed, and the cell pellet was promptly snap frozen in dry ice-ethanol. The entire harvest and freezing process took approximately 6 min. Subsequent 21 mL samples were removed at 15 (T15), 30 (T30), and 60 (T60) minutes post-inoculation and processed as described for the Time 0 sample. The snap frozen cells were stored at -80° until processed for RNA extraction.

### RNA isolation and integrity check

The frozen cell pellets were processed for RNA extraction as previously described (Fozo *et al.* 2010). Briefly, the protocol entails bead-beating in acid phenol/chloroform, followed by a second extraction in hot acid phenol/chloroform, followed by repeated extractions with phenol/chloroform until the aqueous/organic interface was clean. The RNA was then precipitated in ethanol, dissolved in RNAse-free water and the concentration determined spectrophotometrically.

RNA integrity was verified by gel electrophoresis to ensure that two distinct bands corresponding to 18s and 26s rRNA subunits with minimal to no smearing was present. The samples were run on a 2100 Bioanalyzer using a High Sensitivity Total RNA Analysis Chip (Agilent, Santa Clara, CA) to assess RNA purity and concentration. The samples were run using the Plant RNA Nano Assay because the yeast 26S is closer to the plant 25S than the eukaryotic 28S rRNA and is specified by the manufacturer to be the most appropriate analysis for yeast RNA. The 2100 Bioanalyzer outputs a RIN score (RNA Integrity Number) which is a meter of RNA quality where a score above 6 indicates high quality RNA.

### Library preparation and sequencing

Library preparation and sequencing was conducted by the University of Tennessee Genomics Core. The Tru-Seq Stranded mRNA kit (Illumina, San Diego, CA) was used on 2 µg of total RNA to enrich mRNA, create cDNA, and prepare the library for sequencing. Library quality was verified using the DNA 1000 Assay Chip on the 2100 Bioanalyzer (Agilent, Santa Clara, CA). This assay detects the presence of artifacts from inefficient ligation, poor DNA quality, primer dimers, and PCR artifacts from over-amplification, but is primarily used to assess concentration. Sequencing was performed using the MiSeq 2x75bp paired end sequencing kit (Illumina, San Diego, CA) which produces 44-50 million paired-end reads.

### Processing of RNAseq data

The sequencing reads were analyzed using Lasergene SeqMan NGen version # 14.1.0(115) software (DNASTAR, Inc, Madison, WI). The assembly workflow was set to Transcriptome/RNAseq and the assembly type was set to Reference based assembly with the *Saccharomyces cerevisiae* S288C (NCBI BioProject: PRJNA43747) genome as the reference genome. The remaining settings were left at default values. Differential gene expression analysis was then performed in DNASTAR Lasergene ArrayStar version # 14.1.0 build 172. The false discovery rate (FDR) (Benjamini and Hochberg 1995) method is the default P-value adjustment method in Arraystar and it was used to determine percent confidence of differentially expressed genes (DEGs).

### Clustering and gene ontology enrichment

For the subset of transcripts that were differentially expressed between four time points (T0, T15, T30, and T60) (Table S1), two-way hierarchical clustering (Euclidian) was performed on the Log2 fold changes from each pairwise comparison using the Perseus software (Tyanova *et al.* 2016). Using ClueGO (Bindea *et al.* 2009), clusters were individually tested for over-represented GO biological process using a right-sided hypergeometric enrichment test at medium network specificity selection. P-value correction was performed using the Holm-Bonferroni step-down method (Holm 1979). There was a minimum of 3 and a maximum of 8 selected GO tree levels, while each cluster was set to include a minimum of between 3% and 4% of genes associated with each term. The GO terms at adjusted *P* < 0.05 were considered significantly enriched (Table S1).

### Bray-Curtis clustering, NMDs, ANOSIM, GO, and VOLCANO plots

For DEGs identified at each time point, Bray-Curtis clustering was done in PRIMER version 7.0.12 (Primer-E, Quest Research Unlimited, Auckland, NZ). The RPKM values from each replicate for each sample was square root transformed and then measured for Bray-Curtis similarity. Non-metric multidimensional scaling (nMDS) was then performed on the resemblance data. A 1-Way Analysis of Similarities (ANOSIM) for treatment and time was performed on the resemblance data to measure variation between the samples and similarity between the replicates within different samples. GO enrichment analysis was performed using GO Slim Mapper from the Saccharomyces Genome Database (Cherry *et al.* 2012). Volcano plots (Li 2012) were used to show changes in the data set of replicates. This plot is a representation of significance *vs.* fold-change on the y and x axes, respectively, of individually expressed genes.

### Data availability

Illumina MiSeq FASTQ files of the paired-end reads for each sample and the associated processed data file are available online at NCBI’s Gene Expression Omnibus here [GEO Submission (GSE129319)]. Supplementary material cited throughout the manuscript (Figure S1, Tables S1-S4, and File S1) and Reagent Table have been deposited at FigShare: https://doi.org/10.25387/g3.8047727.

## Results and Discussion

### Effect of laser irradiation on cell viability

Prior to interrogating the transcriptome of laser irradiated cells, the conditions used in this experiment were assessed for their impact on cell viability via both trypan blue exclusion and growth assays. Trypan blue is a vital stain which is excluded from live cells. Laser irradiated and non-irradiated cells were stained with trypan blue, and images were collected and scored for the presence of nonviable (blue-stained) cells (Fig. S1). For comparison, heat-killed cells were included as a control. As expected, 100% of the heat killed cells were stained (non-viable), while less than 1% of the non-irradiated cells were stained. The laser-treated cell population had 3–4% non-viable cells. These data suggested that laser irradiation did not grossly damage cells. To verify that the irradiated cells were still able to divide, cells (irradiated and non-irradiated) were inoculated into fresh medium and the A_600_ measured every thirty minutes until stationary phase was reached. The growth curves (Figure 1) indicate that following a lag phase, the doubling time of both the control (140 ± 3 min) and laser-treated cells (137 ± 14 min) were not significantly different (*P* > 0.05, two-tailed T-test). Under these conditions DNA damage was expected to be minimal in contrast to radiation at 254nm that is commonly used for radiation-induced DNA damage in yeast (Guintini *et al.* 2017; Li *et al.* 2018). The strong laser output we used allowed for a much shorter exposure time (30 sec) and a longer wavelength (355nm) that corresponded to the conditions used for our previous protein-peptide cross-linking experiments (Hauser *et al.* 2018).

**Figure 1:**
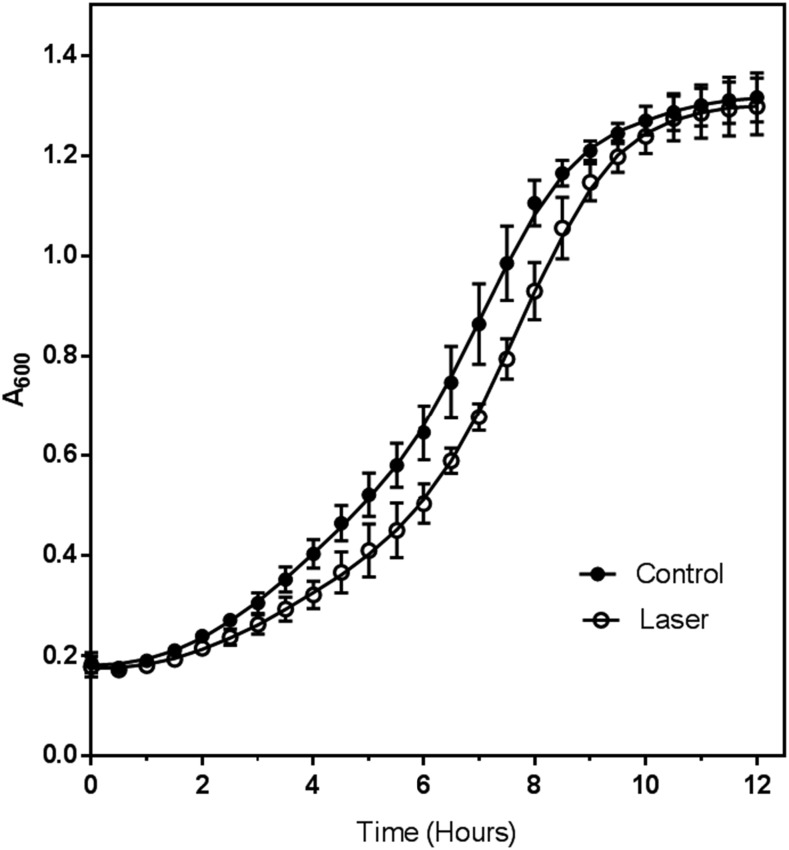
Growth of control (**●**) and laser irradiated (○) cells upon transfer into growth medium. For each condition, the optical density at 600 nm (A_600_) was determined for three independent biological replicates. Each biological replicate was measured in quadruplicate and the average value for the biological and technical replicates plotted as a function of time.

The delay in growth initiation indicated by the longer lag phase of irradiated cell was the result of cell metabolic responses to UV that are described in the RNAseq experiments presented below in this report. The expected doubling time for yeast grown in complete medium is approximately 90 min (Sherman 2002); the increased doubling time measured in this experiment is due probably to reduced aeration of the cells while growing in a plate reader. Coupled with the trypan blue staining, the growth assay indicated that the yeast cells were mostly viable after laser treatment and therefore further interrogated by transcriptomic analysis.

### Laser irradiation induces differential gene expression

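BY4741 is a haploid laboratory strain that lacks *LEU2*, an enzyme gene of leucine synthesis, and *URA3*, an enzyme gene of uracil synthesis. Both transcripts sat at the lowest RPKM value used, 0.021, in all 24 libraries, while *STE2*, the receptor through which MATa cells sense α-factor, had an RPKM of at least 202 in each of them. *MATALPHA1*, a regulator made only by cells of the other mating type, was at that lowest value in 23 of the 24. The strain's genotype in the paper also lists *MET15* as deleted, yet the gene, now named *MET17*, an enzyme of sulfide uptake into homocysteine, had an RPKM between 31.2 and 482 in the 24 libraries. Each of 3 cultures had been split into a control portion and a portion irradiated for 30 s at 355 nm, and both portions gave RNA at 0, 15, 30 and 60 min after transfer to fresh medium (T0, T15, T30 and T60). The control portion stayed on ice, while the laser portion was divided into tubes, irradiated in a chilled block and pooled again. Light and this handling therefore cannot be told apart in what is called the laser effect here. The values analysed were the RPKM values deposited by the authors for each gene, tRNA and snoRNA genes among them. At each time point the 3 laser and the 3 control libraries were compared by limma on log2(RPKM + 1), and a gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold change. Genes with an RPKM of at least 1 in at least 3 of the 6 libraries were tested. The libraries held from 2579000 to 5359500 reads, with a median of 3812000, recovered from the steps between the RPKM values of genes with few reads.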

To assess gene expression post-laser irradiation, total RNA was extracted from both control and 30s laser-irradiated yeast cells grown for various times (0, 15, 30 and 60 min) after irradiation and inoculation into fresh medium. The RNA was processed to isolate mRNA, which was then subjected to RNAseq analysis. To examine global changes in gene expression in response to laser irradiation, a three-dimensional Bray-Curtis based non-metric multidimensional scaling (nMDS) plot (File S1) was created using the RPKM values for every gene from every sample. A snapshot of the three-dimensional image is shown in Figure 2. The nMDS plot suggested similar gene expression when comparing control (closed) and laser-treated (open) samples at T0 (blue triangles) and T60 (pink diamonds), evidenced by the clustering of the three biological replicate points for each treatment groups. In contrast, T15 (red inverted triangles) and T30 (green squares) samples exhibited greater differentiation between control (open symbols) and laser (closed symbols) treatment groups in comparison to the differences at 0 and 60 min. 

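Cells sampled at T0 had been held on ice after the laser, pooled and put into medium, and were then harvested and frozen over some minutes. Cells sampled at T60 had been back in medium for 60 min. *SRX1* encodes sulfiredoxin, which repairs over-oxidized peroxiredoxins, and *TIS11* encodes an RNA-binding protein that removes transcripts of iron-using proteins. At T0 the Bray-Curtis distance on square-root RPKM values averaged 0.0660 over the 9 pairs of a laser and a control library, against 0.0814 among the control libraries and 0.0558 among the laser libraries. At T60 it averaged 0.0792 between the treatments, against 0.0727 among control and 0.0868 among laser libraries. Within this overall closeness *SRX1* was already far apart at T0, with the lowest laser value above the highest control value. *TIS11* had a log2 fold change of 2.01 at T60 (adjusted p = 0.0945 from limma) that was called when each culture's laser and control portions were paired by a replicate block, and without laser replicate 1 (adjusted p = 0.00228). *CLB2*, the main cyclin of entry into mitosis, had a log2 fold change of -1.16 at T0 (adjusted p = 0.144) and was called with the block and by the authors' deposited values (p = 0.00717).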

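At T15 and T30 laser and control libraries lay farther apart on average than libraries of the same treatment. *HSP42* encodes a small heat-shock protein that gathers misfolded proteins, *PRX1* a mitochondrial peroxiredoxin and *ATG8* the ubiquitin-like protein that builds autophagosomes. At T15 the distance between treatments averaged 0.118, against 0.0714 among control and 0.0696 among laser libraries. At T30 it averaged 0.108, against 0.0507 among control and 0.0949 among laser libraries. *HSP42* rose by a log2 fold change of 3.78 at T15 and 3.92 at T30, *PRX1* by 2.61 and 2.97, and *ATG8* by 2.39 and 3.18 (limma, n = 3). For each of these 3 genes every laser library exceeded every control library at both times. The same held for 719 of the 725 genes called higher at T15 and 617 of 621 at T30, so it does not set these genes apart.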

The stress value, which represents the difference between distance in the reduced dimension compared to the complete multidimensional space, is low (3D Stress: 0.02) for the nMDS plot thus verifying that this is an accurate, low dimension representation of the observed distances among the samples. Variation in treatments and composition among replicates was further evaluated by ANOSIM to determine the effect of treatment (control v. laser) and time (0, 15, 30 or 60 min) on the sample sets (Table S2). The R statistic signifies no difference between treatment groups when the value is 0. When R approaches or is equal to 1, the difference between treatments being compared is significantly greater than the difference among the replicates within the treatments. At T0 and at T60, control *vs.* laser-treated samples exhibit low R values of -0.037 and 0.037, respectively, suggesting little differences between the treatment groups as reflected in the nMDS plot (Figure 2). In contrast, laser-treated *vs.* control samples at T15 and T30 display high R values of 0.963 and 0.704, respectively, suggesting significant differences in gene expression for laser-treated *vs.* control groups at these time points. 

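ANOSIM asks whether libraries of different treatment lie farther apart than libraries of the same treatment. Limma without the replicate block called 1 gene at T0, *SRX1*, for sulfiredoxin, and 14 at T60. Among the 14 was *HUG1*, whose product restrains ribonucleotide reductase during the DNA damage response. With the block 32 genes were called at T0 and 184 at T60. R from the Bray-Curtis distances was -0.037 at T0 (exact p = 0.6) and 0.037 at T60 (exact p = 0.4) over the 10 ways to split 6 libraries into 3 and 3. Both R and this p take the libraries as unpaired, although each culture gave a laser and a control library. Without the tRNA genes, most of which rest on few reads, both values were unchanged. With log2(RPKM + 1) in place of the square root R was 0.074 at T60. At T60 another split of the libraries, which mixed the treatments, reached an R of 0.926.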

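Genes called at these times include *SSA4* and *HSP104*, for a Hsp70 chaperone and a disaggregase made after heat shock, at T15 and *TSA2*, for a peroxiredoxin, at T30. Which genes carry the distance was not tested. R was 0.963 at T15 and 0.704 at T30, each with an exact p of 0.1, the smallest that 3 libraries against 3 allow. The highest R of the 9 other splits was 0.111 at T15 and 0.481 at T30. *SSA4* had a log2 fold change of 2.35 and *HSP104* of 2.43 at T15, and *TSA2* of 3.20 at T30, all 3 called by limma. *HSP26*, another small heat-shock gene, rose by 2.92 at T30.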

The nMDS plot indicates that changes in the transcriptome in response to laser irradiation are transient and have returned to baseline levels by 60 min post transfer to growth medium. 

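By 60 min most transcripts raised at T30 had lost the larger part of their excess. *RNR3* encodes the damage-induced large subunit of ribonucleotide reductase and *MAG1* a DNA glycosylase that removes alkylated bases. Of the 621 genes higher in laser cells at T30, 11 were also higher at T60, and 86 were when each culture's portions were paired by the replicate block. The 621 genes kept a median of 23.2% of their T30 excess in RPKM at T60, with quartiles of 12.0% and 33.2%, and 562 of them still had a log2 fold change above 0. *HUG1* kept 95.2% and *RNR3* 48.5%. *RNR3* was higher at T60 with a log2 fold change of 2.89 (adjusted p = 0.0128 from limma), and *MAG1* with 1.92 (adjusted p = 0.0176). Without control replicate 2 the adjusted p was 0.106 for *RNR3* and 0.155 for *MAG1*, without laser replicate 2 it was 0.107 and 0.141, and without laser replicate 3 it was 0.0804 for *MAG1*. The log2 fold change in these fits was 2.77 and 2.81 for *RNR3* and 1.79 to 1.92 for *MAG1*.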

Given the shift to normal growth and strong similarities between the control samples and the samples measured 60 min post-transfer, these data suggest that the cells have repaired any damage induced by the UV irradiation by 60 min. To further investigate this finding, we characterized the transient transcriptional responses, which is detailed below.

**Figure 2:**
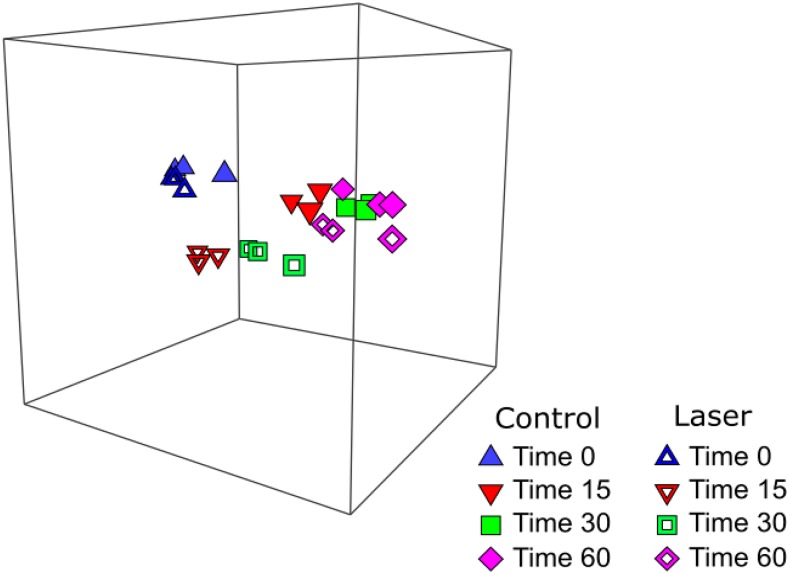
Three-dimensional non-metric multidimensional scaling (3D-NMDS) plot of control (solid symbols) and laser treated (open symbols) samples collected at 0, 15, 30, and 60 min post-inoculation into fresh medium. Three independent biological replicates are plotted for each condition at each time point. The distance between points represents the differences between the samples. The low stress value (3D stress = 0.02) of the ordination indicates a good fit. An additional view of a rotating model is available (File S1).

### DEGs in response to laser irradiation is distinct from stress response

Volcano plots (Figure 3A-D, also shown in Table S1) of significance *vs.* fold change over time were constructed to visualize the differentially expressed genes (DEGs). Transcripts considered significantly different (p-value <0.05, log2 difference >1) are highlighted in red and specific genes meeting these criteria are listed in Table S1. A specific subset of approximately 900 genes respond universally to a wide range of environmental stress in yeast (Gasch *et al.* 2000). These environmental stress response (ESR) genes are indicated by a small diamond on the “circle” in the volcano plots (Figure 3) to define the overlap between the general stress response and DEGs in response to laser irradiation. At time T0 (Figure 3A) there was little difference in gene expression comparing laser-treated and control groups, and only 1 of the 8 up-regulated DEGs was identified as an ESR gene. In contrast, samples collected at T15 (Figure 3B) exhibited up-regulation of 416 genes, including 80 ESR genes, and down-regulation of 15 genes none of which are ESR genes. 

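Sulfiredoxin was the transcript that irradiated cells held in excess at the start of recovery. *SRX1* lies on chromosome XI from 278281 to 278664 (R64) and its product reduces peroxiredoxins inactivated by peroxide. Its RPKM was 275 ± 108 (SD, n = 3) in laser cells and 8.65 ± 3.50 in control cells, a log2 fold change of 4.85 (standard error 0.36, adjusted p = 0.00621 from limma). *SRX1* was the 1 gene called of 5884 tested. Without laser replicate 2 its adjusted p was 0.0631. With the replicate block 26 genes were higher and 6 lower. These included *GSH1*, the rate-limiting enzyme of glutathione synthesis (log2 fold change 1.21), *TRR1*, thioredoxin reductase (1.14), and *MET2*, which makes the sulfur acceptor of methionine synthesis (1.32), whose adjusted p without the block was 0.144. Of 46 genes of oxidative stress defence 1 was higher over all genes (5 with the block) and 6 when adjusted over the list alone, and of 30 genes of sulfate assimilation and sulfur amino acid synthesis 0 were higher by limma over all genes (1 with the block), 1 when adjusted over the list alone and 1 at unadjusted p. In the group test of camera the oxidative list stood higher at a preset correlation of 0.01 (adjusted p = 2.22e-12), with an adjusted p = 0.317 with an estimated correlation. At unadjusted p, 42 genes were higher and 15 lower.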

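At 15 min genes of protein folding, antioxidant defence, iron uptake and deoxynucleotide supply were among those higher in irradiated cells, and some ribosomal protein genes among those lower. *TMA10* encodes a ribosome-associated stress protein, *HBN1* a nitroreductase-like protein, *ARG3* ornithine carbamoyltransferase of arginine synthesis and *GRE2* a methylglyoxal reductase. Of 5887 genes tested, 725 were higher and 48 lower in laser cells by limma. The median of all genes was itself raised by 0.29 on the log2 scale, and after median-ratio rescaling of the libraries it was -0.02 with 383 genes higher and 198 lower, so the higher share of the calls moved from 93.8% to 65.9%. *SRX1* had an RPKM of 525 ± 105 (SD, n = 3) against 12.7 ± 8.95, a log2 fold change of 5.46 (adjusted p = 1.62e-05). The log2 fold change was 4.96 for *TMA10*, 4.24 for *HBN1*, 3.92 for *ARG3* and 2.68 for *GRE2*, all called. Of 137 cytoplasmic ribosomal protein genes 4 were lower at 2-fold (2 when adjusted over the list alone, 10 with the replicate block) and 33 at any fold (132 with the block), with a median log2 fold change of -0.85. *RPL16A* and *RPL8B*, proteins of the large subunit, had log2 fold changes of -0.88 and -0.85 and passed the adjusted p without reaching 2-fold. Of 88 genes of ribosome biogenesis and RNA polymerase I, 36 were lower at any fold (85 with the block) and 0 at 2-fold by limma (0 over the list alone, 0 at unadjusted p), with *RPA190*, the largest subunit of RNA polymerase I, at -0.85. In camera with an estimated correlation the adjusted p was 0.351 for the ribosomal protein list and 0.317 for the list of biogenesis.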

At T30 (Figure 3C) differential gene expression was reduced to 228 up-regulated genes, but the number of ESR genes within this population (89 ESR genes) was similar to those observed at T15. 

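At 30 min genes of protein breakdown and of the general stress response were among those higher in irradiated cells, and some genes that act at the G1/S transition among those lower. *UBI4* encodes polyubiquitin, *ECM4* a glutathione transferase, *TFS1* an inhibitor of the vacuolar carboxypeptidase Y and *UBC5* a ubiquitin-conjugating enzyme. Of 5871 genes tested, 621 were higher and 72 lower by limma (702 and 111 with the replicate block). After median-ratio rescaling 474 were higher and 119 lower, which changed the higher share from 89.6% to 79.9%, and the median of all genes went from 0.15 to -0.03. *UBI4* had a mean RPKM of 907 against 108 (log2 fold change 3.04), and *ECM4* rose by 3.58, *TFS1* by 3.03 and *UBC5* by 2.29. Of 46 genes induced in the general stress response through Msn2 and Msn4, 38 were higher (40 when adjusted over the list alone). Of 19 G1 cyclin and G1/S genes 5 were lower (5 over the list alone), with a median log2 fold change of -0.75 and an adjusted p = 0.350 in camera with an estimated correlation. *HO*, the mating-type endonuclease gene transcribed in late G1, was lower in laser than in control cells at T30 by 2.43 on the log2 scale. Its RPKM was 11.1 ± 2.76 in laser and 63.8 ± 11.5 in control cells (SD, n = 3, adjusted p = 1.72e-04 from limma). Over all 24 libraries its RPKM had a median of 16.6 and a maximum of 77.1. Of 15 G2/M genes 1 was lower (1 over the list alone, 2 with the replicate block).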

By T60 (Figure 3D) differential expression had returned to levels similar to those observed for T0. 

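At 60 min the genes still apart include ones of the response to DNA damage, of iron uptake and of histones. *HUG1* lies on chromosome XIII from 158760 to 158966 (R64), *HTB2* encodes histone H2B and *HXT4* a glucose transporter. Of 5877 genes tested, 11 were higher and 3 lower by limma, 28 and 18 after median-ratio rescaling, and 135 and 49 with the replicate block, while the median of all genes went from 0.11 to 0.01 under rescaling. The higher share of the calls was 78.6% and under rescaling 60.9%. *HUG1* had an RPKM of 504 ± 25.7 (SD, n = 3) in laser cells and 11.5 ± 9.98 in control cells, a log2 fold change of 5.63 (adjusted p = 3.55e-04). *YJL133C-A*, a mitochondrial protein of unknown function, had a log2 fold change of 3.52. *HTB2* fell by 1.27 on the log2 scale (adjusted p = 0.0214), a call lost without any of 5 of the 6 libraries in turn, with adjusted p up to 0.155. *HXT4* was lower by a log2 fold change of -2.02, a call lost without control replicate 2 (adjusted p = 0.129) or laser replicate 2 (adjusted p = 0.0568). Of 10 histone genes 1 was lower over all genes (5 with the block) and 5 when adjusted over the list alone, and of 39 nuclear-encoded genes of oxidative phosphorylation 0 were lower by limma over all genes (6 with the block), 6 over the list alone and 6 at unadjusted p. *COX4*, a subunit of cytochrome c oxidase, had a log2 fold change of -1.25 (adjusted p = 0.0681) and passed the test with the block, without control replicate 3 (adjusted p = 0.0491) and without laser replicate 1 (adjusted p = 0.00669). Over all genes 135 were higher and 35 lower at unadjusted p. Without laser replicate 1 the test called 119 genes in all.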

The data indicate that differential expression in response to laser irradiation under the conditions used in this experiment is rapid and transient. 

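The size of the laser effect changed with time for some transcripts. *MET17*, for the enzyme that takes sulfide into homocysteine, had a larger effect at T15, *TFS1*, for an inhibitor of carboxypeptidase Y, was higher at T15 by 1.37 on the log2 scale and more so at T30 with 3.03, and *LSO1* and *HUG1* were called at T15, T30 and T60. Genes higher at both T15 and T30 numbered 440 of 722 and 616 in the 5811 genes tested at both times, against 76.5 expected by chance. Of the lower genes 14 were shared, from 44 and 70, against 0.53 expected (Fisher's exact test, p = 2.99e-17). The expected counts and this p take genes as independent draws, while genes vary together. Both times also sample the same 3 cultures, so neither measures the spread between cultures. The laser effect itself differed between T15 and T30 for 33 genes, 21 with the higher log2 fold change at T15 and 12 with the higher one at T30 (88 genes with the replicate block). The 21 include genes that turned lower at T30, such as *MET6*, for methionine synthase, with 1.48 at T15 and -1.89 at T30. *STR3*, a cystathionine β-lyase, had the largest such difference, 3.50 on the log2 scale. In 181 genes called higher at T30 and not at T15 the difference between the times itself passed the test for 8, and in 285 called higher at T15 and not at T30 for 16. Control cells changed as well after transfer to fresh medium, and along that change laser cells had covered 56.3 ± 13.9% (SD, n = 3 cultures) at T15, 60.4 ± 16.0% at T30 and 94.8 ± 20.0% at T60. *HUG1* and *LSO1* lay outside the range of the control cells sampled, with all laser values at T15 above all 12 control libraries. From the few calls at T0 and T60 and the many between them in Figure 3, the paper reads differential expression as rapid and transient under its conditions.

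**Figure D1:**
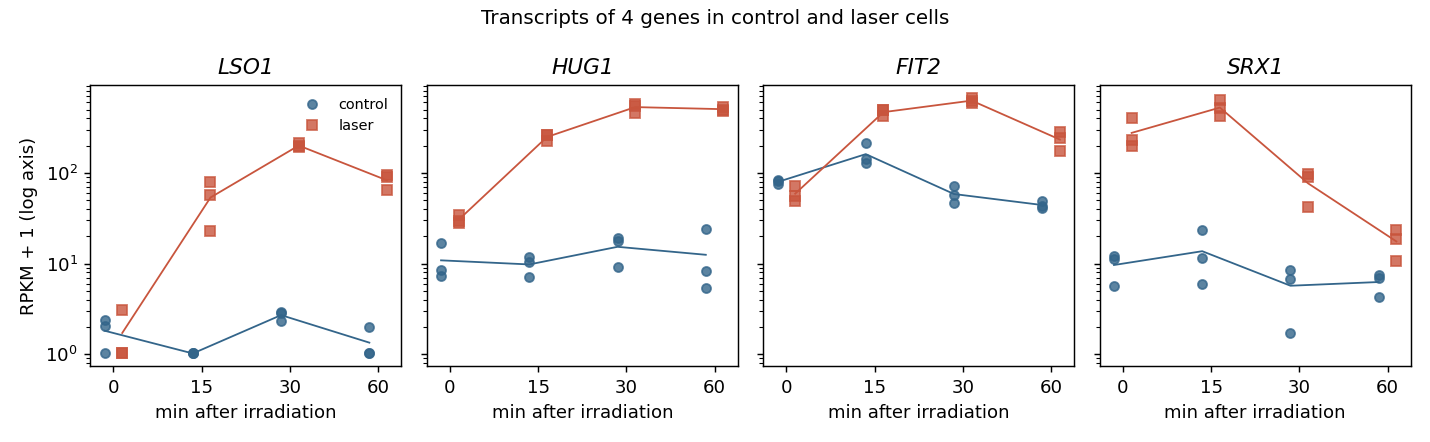
RPKM + 1 on a log axis against minutes after irradiation for *LSO1*, *HUG1*, *FIT2* and *SRX1*, with circles for the 3 control and squares for the 3 laser libraries and lines through their means. *SRX1* is raised from T0 and falls back, while the laser values of *LSO1*, *HUG1* and *FIT2* stay above the control values at T60.

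**Figure D2:**
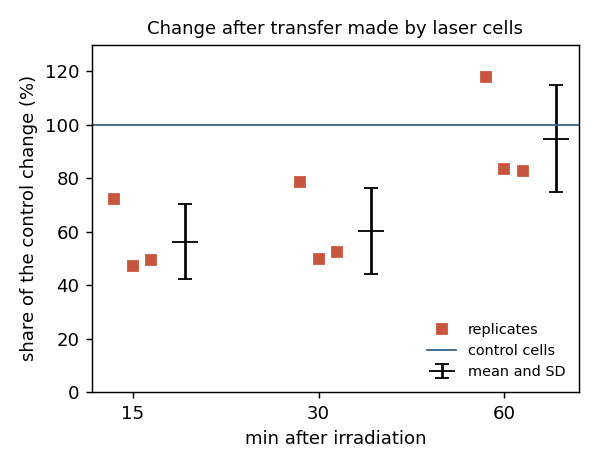
Share, in percent, of the change that control cells made after transfer covered by the laser cells of each culture (squares), with mean and SD of 3 cultures. The mean is 56.3% at T15 and 94.8% at T60, with the control cells set at 100%.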

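The general stress response of yeast is driven by the transcription factors Msn2 and Msn4 and raises chaperones, trehalose enzymes and antioxidants while ribosome genes go down. Of 46 Msn2 and Msn4 targets listed before the data were examined, 33 were higher in laser cells at T15 by limma (33 when adjusted over the list alone) and 0 at T60 (2 over the list alone, 3 at unadjusted p, 3 higher and 3 lower with the replicate block). Their median log2 fold change was 1.33 at T15 and 1.96 at T30. In camera this list stood higher at T30 at the preset correlation (adjusted p = 2.92e-20), with adjusted p = 0.351 with an estimated correlation. Of 32 cytosolic and mitochondrial chaperone genes 24 were higher at T15 (24 over the list alone) and 16 at T30 (17). The list of DNA damage-inducible genes had 14 of 18 higher at T15 (14 over the list alone) and 12 at T30 (12). *RNR4* and *RNR2*, the small subunits of ribonucleotide reductase, were up by 2.64 and 2.41 at T15. Of 30 autophagy genes 13 were higher at T15 (13 over the list alone) and 11 at T30 (12). Of 23 glucose-repressed genes 9 were higher at T15 (10 over the list alone) and 11 of 22 at T30 (11). In 4 other lists 1 to 3 genes were called. Of 17 genes of glycolysis and ethanol formation 1 was higher at T15 (1 over the list alone), of 15 genes of the unfolded protein response 3 at T15 (3), of 23 genes of ergosterol synthesis 1 was lower at T15 (1), and of 7 MATa-specific genes 1 was lower at T30 (1). The published list of environmental stress response genes was not used here.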

There is some overlap with ESR genes, but stress response does not account for all DEGs, and not all ESR genes responded to the laser treatment.

**Figure 3:**
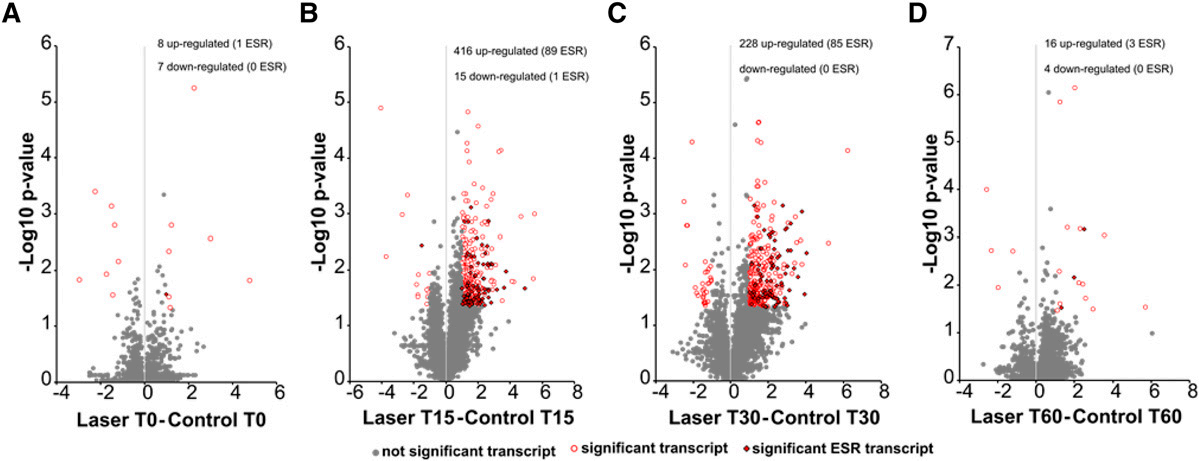
Volcano plot distribution of differential transcripts. ANOVA (F-test) was used to compare the means of gene expression from the triplicate RPKM values for each gene in the presence and absence of laser treatment to determine a P-value. The –Log10 p-value was plotted as a function of differential expression (Log2 difference) to generate the volcano plot. For each pairwise comparison (laser v. control) at (a) time 0, (b) time 15, (c) time 30 and (d) time 60 min post inoculation into fresh medium, transcripts with a p-value < 0.05 and a Log2 difference > 1 were considered to be significantly different and are highlighted in red. Significant transcripts which are part of the environmental stress response (*ESR* transcript) are indicated by solid red diamonds. Transcripts which exhibit significant differential expression unique to laser irradiation are indicated by open red circles. Table S1 lists all of these DEGs.

The DEGs were further analyzed by two-way hierarchical clustering (Figure 4A) to identify transcripts that were upregulated at T15, T30 or at both T15 and T30. Gene ontology (GO) enrichment was performed on each transcript cluster to identify functional responses and their connectivity within and between clusters (Figure 4B). 

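Sulfate assimilation turns sulfate into sulfide, which *MET17* joins to a carbon chain to give homocysteine, the precursor of methionine, cysteine and glutathione. *MET14* encodes the kinase that primes sulfate for reduction and *SAM2* the enzyme that makes S-adenosylmethionine. *MET17*, on chromosome XII from 732542 to 733876 (R64), is the *MET15* that the paper's strain genotype lists as deleted. It had an RPKM of 408 ± 67.3 (SD, n = 3) in laser and 38.3 ± 8.57 in control cells at T15, a log2 fold change of 3.39. *MET2* and *MET14* rose by 2.32 and 2.33, and *SAM2* by 1.43. Of 30 genes of sulfate assimilation and sulfur amino acid synthesis 13 were higher at T15 by limma (13 when adjusted over the list alone), with a median log2 fold change of 0.88, and 0.57 after median-ratio rescaling. In camera the list stood higher at the preset correlation (adjusted p = 7.42e-07) and had an adjusted p = 0.317 with an estimated correlation. At T30 the same list had 3 genes lower (3 over the list alone) and a median of 0.01, which was -0.18 after rescaling. *MET6*, methionine synthase, was lower in laser cells at T30 by 1.89 on the log2 scale, with a mean RPKM of 63.2 against 230 (adjusted p = 3.45e-04 from limma). *MET17* had a log2 fold change of 0.01 at T30. For 8 of 31 genes of the list tested over both times the log2 fold change was higher at T15 than at T30 by the test of the difference.

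**Figure D3:**
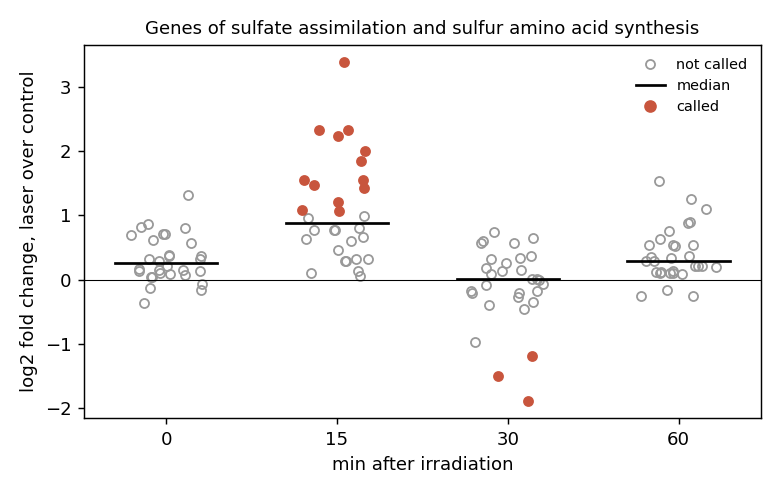
Log2 fold change of laser over control for each gene of sulfate assimilation and sulfur amino acid synthesis at 0, 15, 30 and 60 min, with filled points for genes called and bars for the median. The median is 0.88 at T15 and 0.01 at T30.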

At T15 (Figure 4B, Cluster 3) amino acid metabolic processes (sulfur amino acids, methionine, aspartate, cysteine, serine) are highly represented in addition to sulfur regulation (hydrogen sulfite metabolic processes, sulfate assimilation, sulfate reduction). At T30 (Figure 4B, Cluster 2), the expression profile shifts to expression of transcripts related to catabolic processes (oxidoreductase activity, peptidase activity). 

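Genes of glutathione conjugation and of protein breakdown were among those raised at 30 min. *GTT1* encodes a glutathione transferase, *YHR138C* a protein related to a proteinase inhibitor and *DDI1* a ubiquitin-binding aspartyl protease. At T30 *YHR138C* rose by a log2 fold change of 3.78, *GTT1* by 2.17 and *DDI1* by 2.66 (limma, n = 3). *GTT1* and *TFS1* are among the 12 genes (39 with the replicate block) whose log2 fold change was higher at T30 than at T15 by the test of the difference. Of 19 genes of meiosis and sporulation 5 were higher at T30 (5 when adjusted over the list alone), with *SPS100*, a spore wall protein, at 3.41. At T15 5 of 19 were higher as well (5).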

Transcripts common to both T15 and T30 time points (Figure 4B, Cluster 1) suggest an upregulation of catabolic events, including protein catabolism via proteasome and peptidase activity. 

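Genes of protein folding and breakdown were among those raised at T15, at T30 or at both. *HSP82* encodes the stress-induced Hsp90, which shares near-identical sequence with *HSC82*, *RPT6* an ATPase of the proteasome base, *PRE3* a catalytic subunit of its core and *RPN11* the deubiquitinase of its lid. *HSP82* rose by a log2 fold change of 2.84 at T15 and 2.87 at T30. *PRE3* rose by 1.81 at T30. *RPT6* had a log2 fold change of 1.23 and *RPN11* of 1.16 at T15 (limma, n = 3), and 0.91 and 0.83 after median-ratio rescaling, below 2-fold. *UBI4* rose by 1.96 at T15. Of 25 genes of proteasome assembly, its activators and the Cdc48 complex, 14 were higher at T15 (14 when adjusted over the list alone) and 15 at T30 (15).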

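Cells answer DNA lesions with a checkpoint that raises deoxynucleotide synthesis and with the repair enzymes themselves. Of 47 genes of excision, recombination, mismatch and post-replication repair, 9 were higher at T15 (9 when adjusted over the list alone), 12 at T30 (12) and 1 at T60 (1) by limma. The median log2 fold change of these genes was 0.54 at T15 and 0.47 at T30, and 0.24 at T15 after median-ratio rescaling. In camera the list stood higher at T15 at the preset correlation (adjusted p = 0.00169) and had an adjusted p = 0.648 with an estimated correlation. *MAG1* rose by 2.25 at T15 and 2.79 at T30. *RNR3*, on chromosome IX from 238099 to 240708 (R64), had an RPKM of 34.3 ± 0.21 (SD, n = 3) against 2.26 ± 0.28 at T15, a log2 fold change of 3.44, and of 3.78 at T30. The damage-inducible *DDI1* rose by 2.57 at T15.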

Expression of genes involved in DNA repair was minimal at T15 or T30 indicating that the 355nm UV-irradiation used in this experiment did not cause extensive DNA damage, although it has been shown previously by others that transcriptional response of *S. cerevisiae* to short-wavelength UV radiation that damages DNA may not directly identify genes that protect against UV radiation (Birrell *et al.* 2002). The irradiation conditions used in this experiment appeared to trigger responses dealing with repair of oxidative damage to proteins and cellular components. 

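Oxidative damage is met by peroxiredoxins, glutathione enzymes and reductases under the control of Yap1 and Skn7. Of 46 genes of oxidative stress defence, 25 were higher at T15 and 22 at T30, with the same counts when adjusted over the list alone, and 0 at T60 by limma (1 over the list alone, 4 at unadjusted p, 4 with the replicate block). Their median log2 fold change was 1.18 at T15. In camera the list stood higher at T15 at the preset correlation (adjusted p = 1.43e-10) and had an adjusted p = 0.255 with an estimated correlation. *SRX1* had the largest rise of the list at T15. Outside the list *YKL071W*, an oxidoreductase-like gene, rose by 3.51, and *YJL144W* (*ROQ1*), which redirects a ubiquitin ligase to misfolded proteins, by 3.65.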

Twenty-two genes involved in oxidative repair were highly up-regulated at T30 (Table S4).

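*SRX1*, *OYE3* and *GRE2*, for sulfiredoxin, an NADPH oxidoreductase and a methylglyoxal reductase, were higher at 30 min. *SRX1* had a mean RPKM of 75.7 against 4.70 in control cells at T30, a log2 fold change of 3.96. *OYE3* rose by 2.92 and *GRE2* by 2.03 (limma, n = 3). The oxidative stress list had a median log2 fold change of 0.97 at T30, and 0.79 after median-ratio rescaling. *HBN1*, the nitroreductase-like gene, rose by 2.87.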

**Figure 4:**
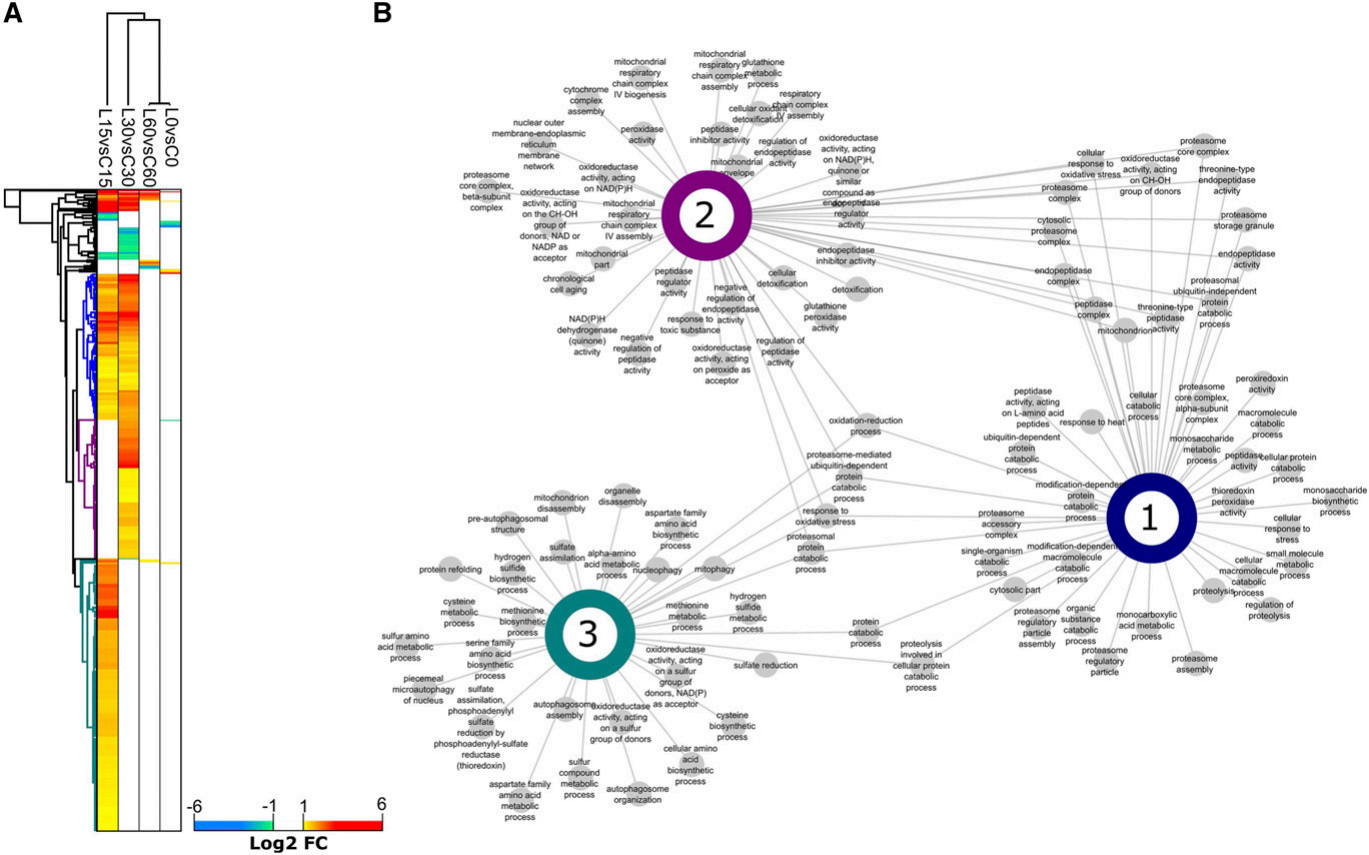
Differential transcript abundance behaviors and network clustering of gene ontology (GO) functional intersections between the most prevalent differential gene expression patterns. (a) Two-way hierarchical clustering (Euclidian) of Log2 fold changes for each pairwise comparison was performed in the Perseus software for on only the differentially abundant transcripts observed. Non-significant transcript differences were replaced by a zero value. Here, we highlight the three major discrete clusters representing those transcripts that were upregulated in time points 15 and 30 min (blue), and those that were up-regulated in only the 15 min (cyan) and 30 min time points (purple). (b) For each of the three clusters, we performed GO enrichment to identify the functional responses associated with each differential expression pattern. The node connectivity of significantly enriched GO terms is represented for each cluster as well as between clusters, which is conceptually like a Venn diagram. The GO network highlights the number of enriched terms for each cluster as well as the functional intersection, for example GO terms shared between all hierarchical cluster (1-3) represent a sustained functional response. The GO terms at adjusted *P* < 0.05 were considered significantly enriched and are highlighted.

### Iron regulon transcripts exhibit differential expression in response to UV laser irradiation

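The genes with the largest rises have varied functions. Leaving the tRNA genes aside, *LSO1*, a small iron regulon gene, *SRX1*, sulfiredoxin, *TMA10*, a ribosome-associated stress protein, and *HUG1*, a brake on ribonucleotide reductase, led at T15. *HUG1* had an RPKM of 248 ± 21.4 (SD, n = 3) against 8.79 ± 2.38, a log2 fold change of 4.70 (standard error 0.22, adjusted p = 9.34e-07 from limma), the smallest adjusted p of that time. At T30 *HUG1* had an RPKM of 531 ± 62.2 and a log2 fold change of 5.19 (adjusted p = 3.05e-06), and *TMA10* of 4.04. *YOL131W*, of unknown function, rose by 3.79 and *YJL133C-A* by 3.74 at T30. At T60 the largest rise after *LSO1* was that of *HUG1*. *SPO24*, a small protein made early in sporulation, and *YPR015C*, a zinc-finger protein, had log2 fold changes of 2.17 and 2.51 at T60, and the call of *YPR015C* is lost without any of 4 of the 6 libraries in turn, with an adjusted p of 0.139 without laser replicate 2.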

The top ten non-ESR genes, exclusive of genes encoding tRNAs (see below), exhibiting the highest level of differential expression at T15, T30, and T60 are presented in Table 1 and Table S3. 

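*LSO1* encodes a small protein made when iron is short and lies on chromosome X from 448477 to 448758 (R64). At T15 it had 0 reads in the 3 control libraries and 181 in the 3 laser libraries, a ratio of 56.6 with 3 reads set for the control group. Its RPKM was 52.6 ± 29.0 (SD, n = 3) in laser cells, a log2 fold change of 5.53 (standard error 0.44, adjusted p = 1.84e-05 from limma). At T30 its RPKM was 200 ± 11.7 against 1.70 ± 0.34, from 581 and 6 reads, a log2 fold change of 6.22 (standard error 0.24, adjusted p = 2.66e-07). At both times *LSO1* had the largest log2 fold change of the genes tested, a size that depends at T15 on the value of 1 added to the RPKM.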

At T15, the gene *LSO1* (*l*ate-annotated *s*mall *o*pen reading frame) exhibited ∼45-fold change (FC) (Log_2_ FC = 5.5) increase in expression, rising to ∼73-fold (Log_2_ FC = 6.2) at T30, representing the most highly modulated gene at these time points. 

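At T60 the *LSO1* transcript remained far above its control level. Its RPKM was 81.9 ± 16.3 (SD, n = 3) in laser and 0.344 ± 0.559 in control cells, from 318 reads and 1 read, a ratio of 295 with a 95% interval of 52.5 to 11670 for counting error only. The log2 fold change was 6.00 (adjusted p = 6.04e-05 from limma), and 5.84 to 6.32 without each library in turn. *LSO1* kept 41.2% of its T30 excess in RPKM.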

By T60, expression had returned to basal level and was not significantly different (*P* > 0.05) from the control levels. *LSO1*, a member of the Aft1p/Aft2p-regulated iron regulon encodes a 93 amino acid protein that is involved in the cellular response to iron deprivation (An *et al.* 2015). Its role in the iron regulon prompted a further interrogation of the dataset for other genes transcriptionally activated by transcription factors Aft1/Aft2 in response to iron deficiency (Martínez-Pastor *et al.* 2017; An *et al.* 2015) which identified 12 additional differentially expressed (Log_2_ FC ≥ 1) transcripts (Table 2). All of these genes, including metalloreductases, ion transporters, an iron-recycling heme oxygenase, and a copper-transporting ATPase, were differentially up-regulated at T15. 

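The iron regulon is switched on by Aft1 and Aft2 when the cell senses too little iron, and covers reductases, siderophore transporters and recycling of heme. *MRS4* carries iron into mitochondria, *FRE3* and *FRE5* reduce ferric iron, *FTH1* moves it out of the vacuole, *ARN2* takes up a siderophore and *FET4* is a low-affinity iron transporter. Of 29 Aft1 and Aft2 targets 18 were higher in laser cells at T15 by limma (18 when adjusted over the list alone). In camera the list stood higher at the preset correlation (adjusted p = 1.61e-09) and had an adjusted p = 0.317 with an estimated correlation. Of the 12 genes of Table 2 tested, 11 were higher and 1 lower (11 and 1 adjusted over the list alone), a list the study chose on these samples and so not independent evidence. *MRS4* rose by 2.05, *FRE3* by 1.73 and *ISU2*, a scaffold for iron-sulfur clusters, by 1.54. *FTH1* and *ARN2* had log2 fold changes of 1.31 and 1.02, and 0.98 and 0.70 after median-ratio rescaling. The call of *FRE5* (1.45) is lost without any of the 6 libraries in turn, with an adjusted p of 0.148 without laser replicate 3, and that of *ARN2* without control replicate 2 (log2 fold change 0.90) or laser replicate 3 (0.97). *FET4*, on chromosome XIII from 912880 to 914538 (R64), was lower in laser cells by 1.11 on the log2 scale. Its RPKM was 19.3 ± 3.75 in laser and 42.4 ± 3.49 in control cells (SD, n = 3, adjusted p = 0.00405 from limma).

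**Figure D4:**
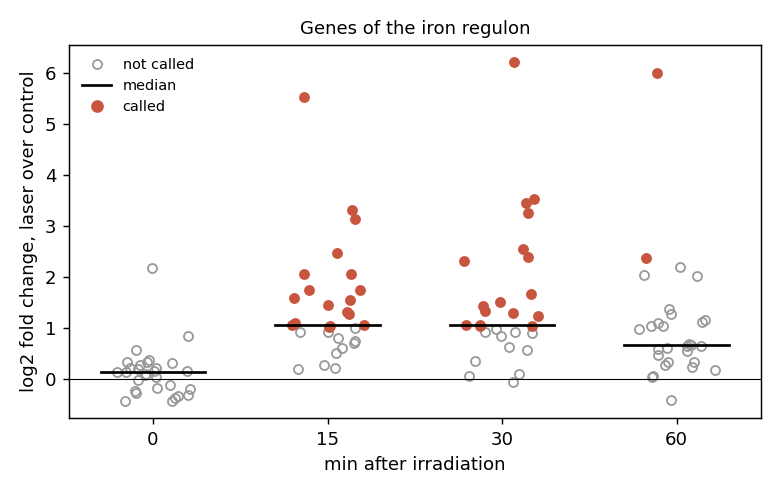
Log2 fold change of laser over control for each Aft1 and Aft2 target at 0, 15, 30 and 60 min, with filled points for genes called and bars for the median. At T15 18 genes are called, and at T60 the called points are *LSO1* and *FIT2*.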

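Of the 18 iron regulon genes higher at 15 min, 16 were higher at 30 min as well. *TIS11* lies on chromosome XII from 415801 to 416658 (R64) and *CCC2* encodes the ATPase that loads copper onto the ferroxidase Fet3. *TIS11* rose by a log2 fold change of 3.13 at T15 and 3.25 at T30, and *CCC2* by 2.46 and 2.30 (limma, n = 3). Of 28 Aft1 and Aft2 targets tested at T30, 17 were higher (17 when adjusted over the list alone), with a median log2 fold change of 1.05, and of 11 genes of Table 2, a list the study chose on these samples, 9 were higher (9 adjusted over the list alone, not independent evidence). *MRS4* rose by 1.43 and *ARN2* by 1.51 at T30. *FRE3* and *FTH1* had a log2 fold change of 1.04 each at T30, calls that depend on single libraries. That of *FRE3* is lost without any of 5 of the 6 libraries in turn, with adjusted p up to 0.160, and that of *FTH1* without control replicate 1, control replicate 2 or laser replicate 2 (adjusted p = 0.126, 0.0898 and 0.101) or laser replicate 3 (log2 fold change 0.78). At T60, 2 of 29 targets were higher, *LSO1* and *FIT2* (9 adjusted over the list alone, and 11 with the replicate block). *SIT1*, another siderophore transporter, had a log2 fold change of 2.02 at T60 (adjusted p = 0.0697) and was called with the block, after median-ratio rescaling (adjusted p = 0.0243) and without laser replicate 1 (adjusted p = 2.36e-04). Of the 12 Table 2 genes 2 were higher at T60 (6 over the list alone, 6 with the block).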

Six transcripts (*LSO1*, *HMX1*, *TIS11*, *CCC2*, *FRE3* and *FIT2*) were differentially expressed at both T15 and T30, while only *FIT2*, an iron siderophore transporter, was up-regulated at all three time points. None of the iron regulon transcripts identified in this study as modulated in response to laser irradiation were identified as part of the ESR gene dataset (Gasch *et al.* 2000) suggesting that this response is distinct from a general cellular stress response.

**Table 1:** Top 10 differentially expressed, non-ESR transcripts upregulated in response to laser irradiation at time T15, T30 and T60 min post-transfer to growth medium. Blank entries in this Table indicates that the gene was not differentially expressed

	T15		T30		T60	
Gene	Log2 FC	p value	Log2 FC	p value	Log2 FC	p value
*LSO1*	5.5	0.001	6.2	0.00008		
*SRX1*	5.5	0.015				
*HUG1*	4.7	0.001	5.2	0.00364	5.6	0.0321
*HBN1*	4.2	0.0179	2.9	0.0432		
*BTN2*	4.1	0.0171				
*ROQ1*	3.7	0.0225				
*YKL071W*	3.5	0.0385				
*RNR3*	3.4	0.00007	3.8	0.00857	2.9	0.0348
*MET17*	3.4	0.00275				
*HMX1*	3.3	0.00008	3.5	0.00352		
*YJL133C-A*			3.7	0.00324	3.5	0.00103
*FIT2*			3.4	0.00125	2.4	0.0105
*SPS100*			3.4	0.00818		
*TIS11*			3.3	0.0126		
*HSP82*			2.9	0.0426		
*YPR015C*					2.5	0.0209
*SPO24*					2.2	0.00982
*ANS1*					1.6	0.00068
*YLR053C*					1.2	0.0272
*CIS1*					1.2	0.000001
*THI12*					1.2	0.00576

**Table 2:** Differential expression of Iron Regulon Transcripts. Transcripts of genes identified as part of the iron regulon which were significantly (Log2 FC >1, *P* < 0.05) modulated as a function of laser irradiation time. Blank entries in this Table indicates that the gene was not differentially expressed. This list does not include any ESR genes

	T15		T30		T60	
Gene	Log2 FC	p value	Log2 FC	p value	Log2 FC	p value
*LSO1*	5.531574	0.00107	6.219368	8.04E-05		
*HMX1*	3.309266	8.09E-05	3.527614	0.00352		
*TIS11*	3.125413	0.00891	3.251401	0.0126		
*CCC2*	2.46325	0.00455	2.304157	0.0173		
*MRS4*	2.051588	0.0184				
*FRE3*	1.729197	0.0167	1.03597	0.0255		
*FIT2*	1.572728	0.0293	3.442218	0.00125	2.375446	0.0105
*ISU2*	1.537686	0.0169				
*FRE5*	1.450233	0.0323				
*FTH1*	1.305262	0.018				
*ARN2*	1.01569	0.021				
*FET4*	−1.10737	0.0264				

The transcriptional regulation of the iron regulon genes in UV-laser irradiated cells is likely in response to the generation of reactive oxygen species (ROS) which have the potential to cause intracellular damage to DNA, protein and lipids. ROS can result in decreased iron availability due to its oxidation (Matsuo *et al.* 2017) and many genes in the Aft1p/Aft2p-iron regulon are differentially expressed under oxidative stress (Castells-Roca *et al.* 2011; Castells-Roca *et al.* 2016). The iron regulon genes, including those identified in this study, encode proteins required for mobilization of iron, such as reductive and non-reductive uptake at the plasma membrane, reduction and transport from the vacuoles. The reductive pathway involves the conversion of ferric to ferrous ions, which can further contribute to oxidative stress by generating hydroxyl radicals from oxygen. 

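*HMX1* encodes heme oxygenase, which frees iron from heme, and lies on chromosome XII from 552724 to 553677 (R64). At T15 its RPKM was 225 ± 14.3 (SD, n = 3) in laser and 21.8 ± 1.80 in control cells, a log2 fold change of 3.31 (standard error 0.17, adjusted p = 1.47e-06 from limma). At T30 it was 165 ± 46.2 against 13.0 ± 0.64, a log2 fold change of 3.53 (adjusted p = 1.50e-05). At T60 the log2 fold change of *HMX1* was 2.19 with an adjusted p of 0.0665, and it was called with the replicate block.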

The up-regulation at T15 and T30 of the transcript for Hmx1p, which regulates the expression of antioxidant genes (Collinson *et al.* 2011) in addition to regulating iron homeostasis, suggests a need for oxidant protection. 

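*FIT2* encodes a cell wall mannoprotein that holds iron-loaded siderophores and lies on chromosome XV from 1059531 to 1059992 (R64). At T15 its RPKM was 467 ± 38.0 (SD, n = 3) in laser and 160 ± 47.0 in control cells, a log2 fold change of 1.57 (standard error 0.21, adjusted p = 4.91e-04 from limma). At T30 it was 626 ± 42.7 against 57.5 ± 12.4, a log2 fold change of 3.44 (adjusted p = 4.23e-06). At T60 it was 232 ± 53.4 against 43.2 ± 4.11, a log2 fold change of 2.38 (adjusted p = 0.00146). The laser effect on *FIT2* was larger at T30 than at T15 by 1.87 on the log2 scale.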

*FIT2*, a cell wall mannoprotein transporter for siderophore-ferric iron was upregulated at T15, T30 and T60 suggesting intracellular ion scarcity. Under conditions of oxidative stress, gene expression patterns are altered to balance the essential need for iron homeostasis with minimization of the role of iron in the generation of hydroxyl radicals. We observed differential gene expression of iron regulon genes reflected in the response to UV-laser irradiation.

### Identification of highly modulated transcripts

The conventional default values for identifying transcripts exhibiting differential expression is Log_2_ FC >1 (twofold change) at a p-value < 0.05. To identify transcripts which exhibited significantly higher levels of differential expression we plotted the number of differentially expressed genes at three different expression levels (≥twofold, ≥fourfold or ≥eightfold) as a function of time for three different p values (*P* < 0.1, *P* < 0.05 and *P* < 0.01). 

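At unadjusted p under 0.1 and at least a 2-fold change, limma counted 80 genes at T0, 854 at T15, 818 at T30 and 190 at T60. At adjusted p these counts were 1, 810, 760 and 45, and with the authors' deposited p-values 13, 666, 511 and 31. Among the genes counted at T60 at unadjusted p were *SIT1*, the siderophore transporter, and *UBI4*, polyubiquitin, with a log2 fold change of 1.71. Of the T0 genes *CIS1* had a log2 fold change of 2.45 and an adjusted p of 0.186. *ISU2*, the iron-sulfur cluster scaffold, had 2.16 at T0 (adjusted p = 0.144).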

The number of genes expressing at least twofold change (*P* < 0.1) was the lowest at Time 0 and Time 60 (Figure 5A). 

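At unadjusted p under 0.05 the counts at 2-fold were 57, 826, 800 and 170 at T0, T15, T30 and T60, and at p under 0.01 they were 40, 758, 708 and 113. At 8-fold and p under 0.05 they were 2, 19, 25 and 3. *LSO1*, *HUG1* and *YJL133C-A* make up the 3 genes at T60, an iron regulon gene, a DNA damage gene and a mitochondrial gene of unknown function. *SRX1* is among the 2 genes at T0.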

Increasing the stringency (*P* < 0.05, *P* < 0.01; Figure 5B and 5C, respectively) decreased the absolute number of DEGs, but the greatest changes still occurred at T15 and T30. 

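Genes past 4-fold were more often higher than lower in irradiated cells. At an adjusted p under 0.05 and at least a 4-fold change, 103 genes were higher and 12 lower at T15 by limma, and 144 higher and 14 lower at T30. The lower genes at T15 include 10 tRNA genes. The genes higher at T30 include *SPS100*, *TIS11* and *ATG8*, a spore wall protein, an RNA-binding regulator of iron use and an autophagy protein. *PRE3* and *RFA1*, of the proteasome and of the single-strand DNA binding complex, rose at T30 without reaching 4-fold.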

For this analysis, we elected to focus on genes differentially expressed at fourfold or higher, at a confidence interval of 95% at both T15 (Figure 5D) and T30 (Figure 5E) as a representative population for transcripts with a high degree of statistically significant differential expression. Using these stringent criteria, 92 and 102 transcripts were identified at T15 and T30, respectively (listed in Table S4). 

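Genes past 4-fold at both times include *HSP42*, a small heat-shock protein, and *CCC2*, a copper-transporting ATPase. At unadjusted p under 0.05 limma counted 117 genes at T15 and 159 at T30, and at an adjusted p 115 and 158. *MET14*, for sulfate activation, passed 4-fold at T15 and not at T30, and the difference between the times itself passed (adjusted p = 0.0490). The counts were 13 at T0 and 26 at T60 at unadjusted p, and 1 and 11 at an adjusted p.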

Because laser irradiation should serve as a stress condition, this pool of differentially expressed genes was assessed for the presence of ESR genes. 

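The genes past 4-fold at 15 min include *SSA4* and *HSP104*, chaperones of heat shock, and *BTN2*, which sorts misfolded proteins and lies on chromosome VII from 772454 to 773686 (R64). Of the 115 genes past 4-fold at T15 by adjusted p from limma, 1 tRNA gene was higher. *snR55*, a box C/D RNA that guides methylation of rRNA, had 17 reads in control and 3 in laser libraries, a log2 fold change of -2.29. The ratio was 6.04 with a 95% counting interval of 1.75 to 32.2. The call of *snR55* is lost without any of 3 of the 6 libraries in turn.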

Of the 92 genes identified at T15, 36 were upregulated ESR genes; of the remaining population 52 genes were upregulated and 4 tRNA genes were downregulated. The distribution of DEGs at T30 was similar to that at T15, with 45 ESR genes upregulated, 6 tRNA genes (1 upregulated, 5 downregulated) and 51 genes (50 upregulated, 1 downregulated) were differentially expressed in response to laser irradiation.

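At 30 min tRNA and snoRNA genes were among the 72 genes lower by at least 2-fold. Of the genes past 4-fold by adjusted p from limma, 6 tRNA genes were lower and 3 higher. *snR47*, which guides methylation of rRNA, was lower in laser cells by 3.09 on the log2 scale, with 34 reads in control and 3 in laser libraries. The ratio was 9.11 with a 95% counting interval of 2.87 to 46.4. In all 13 snoRNA genes were lower at T30 by limma (22 with the replicate block), and 5 were lower at T15. *HSP26*, *TSA2* and *PRX1*, a small heat-shock gene and a pair of peroxiredoxin genes, were among the genes higher by more than 4-fold.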

**Figure 5:**
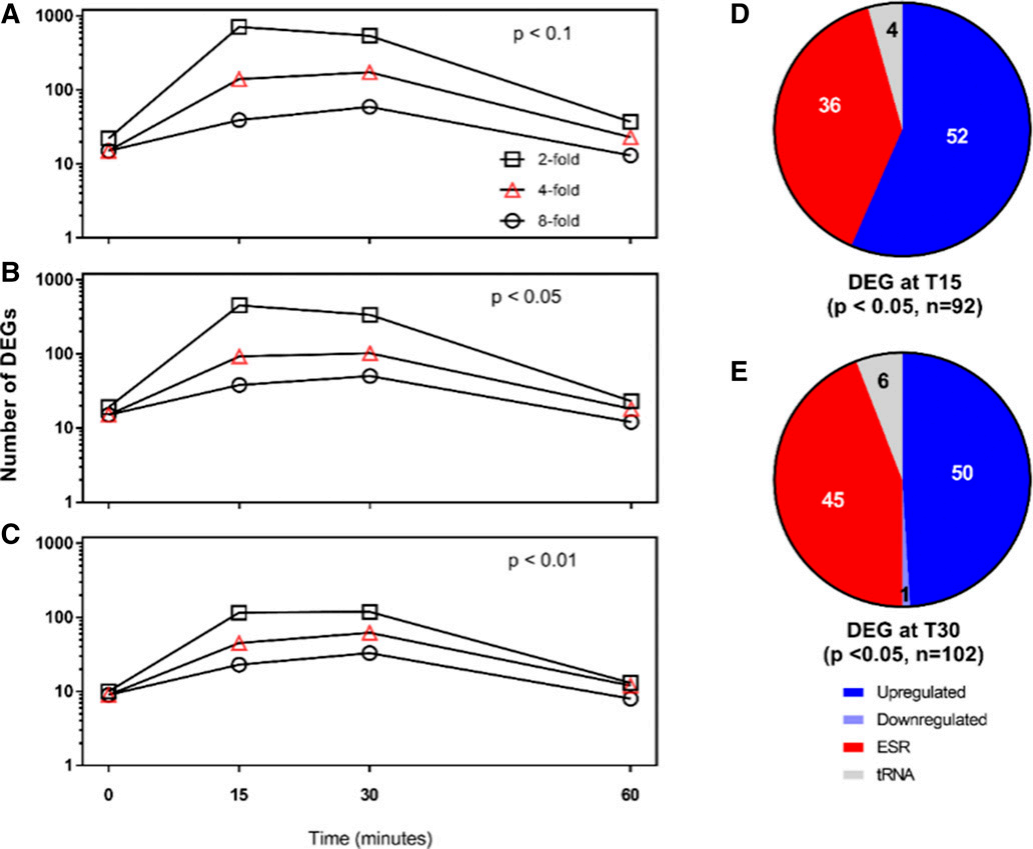
Differential transcript expression for control and laser treatment RPKM values at minimum twofold (□), fourfold (∆) or eightfold (○) change. Transcripts were sorted by p value (A) *P* < 0.1, (B) *P* < 0.05 and (C) *P* < 0.01. The transcripts differentially expressed (upregulated or downregulated), environmental stress response genes (ESR) or tRNA genes detected at T15 and T30 with *P* < 0.05 in panel B are characterized in panels (D) and (E), respectively. Figure 6. GO Slim annotation for cellular processes affected by laser irradiation at T15 (black, 73 transcripts) T30 (blue, 78 transcripts) for non-ESR transcripts with at least fourfold increase in expression at *P* < 0.05.

The non-ESR genes differentially expressed in response to irradiation were grouped by cellular process using GO Slim Mapper at T15 and T30 (Figure 6). The largest cluster mapped to the category “biological process unknown” for both T15 (10/52 genes) and T30 (13/51 genes). At the time of this analysis, a function has not been assigned to these genes. There were also genes which could not be associated with a GO Slim term at both T15 (4/52 genes) and T30 (3/51 genes). Among these were a component of the iron regulon *LSO1* (An *et al.* 2015) previously mentioned as a highly differentially expressed transcript at both T15 and T30 (Table 1 and Table 2). 

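Reduction of aldehydes, quinones and peroxides and conjugation to glutathione are the work of these enzymes. *AAD4*, for an aryl-alcohol dehydrogenase with close copies in the genome, had an RPKM of 70.0 ± 7.24 (SD, n = 3) in laser and 10.8 ± 1.71 in control cells at T15, a log2 fold change of 2.60 (adjusted p = 2.09e-05 from limma). *OYE3*, for an NADPH oxidoreductase, had 28.8 ± 3.00 against 2.95 ± 1.62, a log2 fold change of 2.99 (adjusted p = 1.42e-04). *GTT2*, for a glutathione transferase, had 101 ± 10.9 against 16.3 ± 1.56, a log2 fold change of 2.55 (adjusted p = 1.65e-05). At T30 *AAD4* was higher by 1.98 and *GTT2* by 1.28, and the laser effect on *GTT2* was larger at T15 by 1.27 on the log2 scale.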

Other non-assigned genes at T15 were annotated in the Saccharomyces Genome Database (Cherry *et al.* 2012) as encoding an aryl-alcohol dehydrogenase (*AAD4*) and a flavin mononucleotide (*OYE3*), both involved in oxidative stress response, and a glutathione S-transferase (*GTT2*) which is upregulated in response to DNA replication stress. At T30, unassigned genes were *FIT2*, part of the iron regulon (Table 1 and Table 2) and *STF1* which encodes a protein involved in the regulation of the mitochondrial F1F0-ATP synthase upregulated in response to DNA replication stress.

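*STF1* encodes a protein that steadies the inhibitor of the mitochondrial ATP synthase. Its RPKM at T30 was 240 ± 61.5 (SD, n = 3) in laser and 36.5 ± 12.3 in control cells, a log2 fold change of 2.70 (adjusted p = 1.40e-04 from limma). At T15 *STF1* had a log2 fold change of 1.25, and 0.93 after median-ratio rescaling. Of 39 nuclear-encoded genes of oxidative phosphorylation, 4 were higher at T15 (3 when adjusted over the list alone) and 2 at T30 (2), with a median log2 fold change of 0.16 at T15 that was -0.17 after rescaling.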

**Figure 6:**
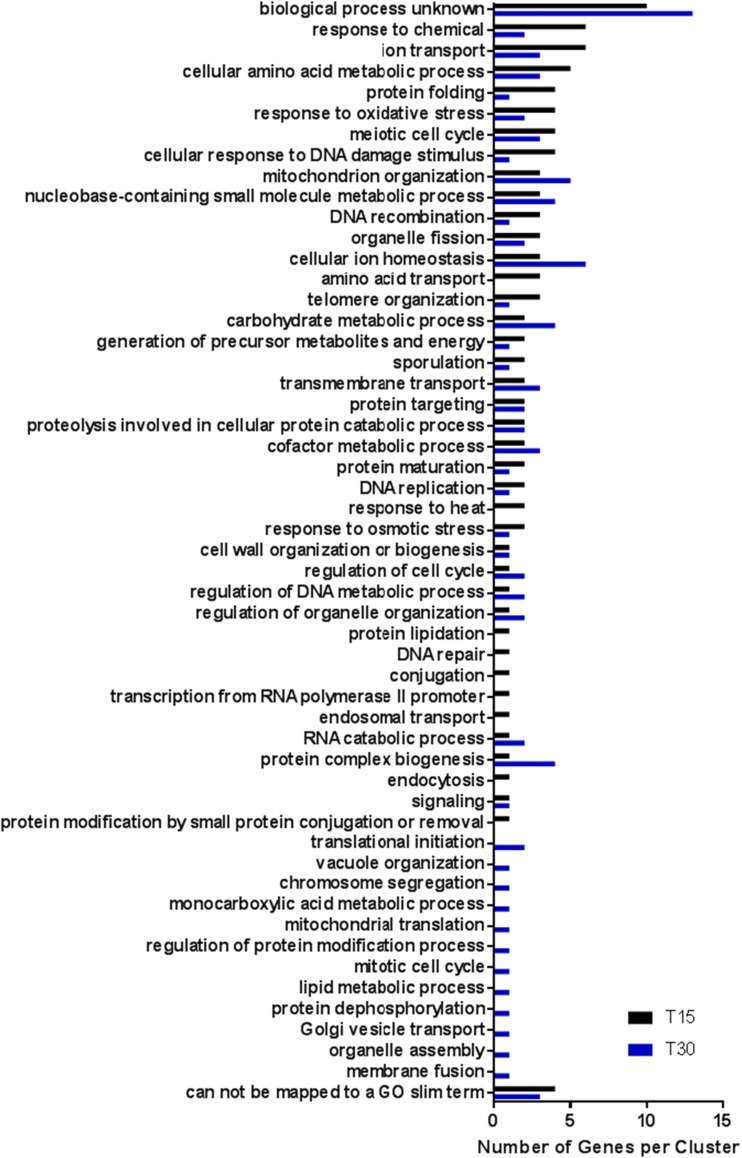
GO Slim annotation for cellular processes affected by laser irradiation at T15 (black, 73 transcripts) T30 (blue, 78 transcripts) for non-ESR transcripts with at least fourfold increase in expression at *P* < 0.05.

Discounting the transcripts which could not be mapped to a GO Slim term or for which the biological function is unknown at T15, the remaining 38 differentially expressed transcripts were assigned to 39 cellular process categories. At T30, the 35 differentially expressed genes which did not include genes which could not be mapped or had no known biological function were assigned to 42 different processes (Figure 6 and Table S4). At T15, processes related to biological transport (*i.e.*, ion transport, transmembrane transport, cellular ion homeostasis, amino acid transport) are represented. 

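Of 32 genes of amino acid transport 11 were higher at T15 (11 when adjusted over the list alone), with an adjusted p = 0.733 for the list in camera with an estimated correlation. *BTN2* modulates arginine uptake and gathers misfolded proteins, *MUP3* is a methionine permease and *YCT1* a cysteine transporter. At T15 *BTN2* had an RPKM of 305 ± 157 (SD, n = 3) in laser and 15.4 ± 4.40 in control cells, a log2 fold change of 4.12 (standard error 0.34, adjusted p = 1.91e-05 from limma). *MUP3* had 17.3 ± 4.36 against 1.92 ± 0.51, a log2 fold change of 2.63 (adjusted p = 3.13e-04), and *YCT1* 59.0 ± 21.7 against 10.7 ± 1.95, a log2 fold change of 2.31 (adjusted p = 2.44e-04). At T30 *BTN2* was higher by 2.01 (adjusted p = 0.00726), *MUP3* did not pass (log2 fold change -0.01) and *YCT1* had a log2 fold change of 1.19 with an adjusted p of 0.0582, called with the replicate block. The laser effect on *MUP3* was larger at T15 than at T30 by 2.65 on the log2 scale, while for *YCT1* the difference between the times did not pass (adjusted p = 0.609).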

Reflecting the results of the hierarchical clustering analysis (Figure 4B), transcripts for amino acid transport genes (*BTN2*, *MUP3*, *YCT1*) involved in arginine (*BTN2*), methionine (*MUP3*) and cysteine (*YCT1*) transport were highly differentially expressed (*P* < 0.05, ≥ fourfold change) only at T15, suggesting an early upregulation, which is not detected at this same stringency at T30. 

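*GAP1* is the general amino acid permease, kept at the cell surface when nitrogen is poor, and *PUT4* carries proline. At T15 *GAP1* had an RPKM of 50.5 ± 4.78 (SD, n = 3) in laser and 21.2 ± 5.81 in control cells, a log2 fold change of 1.24 (adjusted p = 0.00298 from limma) that was 0.93 after median-ratio rescaling. *PUT4* had 9.53 ± 2.22 against 2.12 ± 0.30, a log2 fold change of 1.74 (adjusted p = 0.00437). Of 32 genes of amino acid transport, 11 were higher at T15 by limma (11 when adjusted over the list alone), with a median log2 fold change of 0.74.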

Interrogation of the transcriptome at lower stringency (*P* < 0.1, ≥ twofold change) identified the four amino acid transporters identified above, as well as general amino acid permease *GAP1* and the *PUT4* proline transporter. 

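At 30 min amino acid carriers went in both directions. *AGP3*, a low-affinity permease, had an RPKM of 8.53 ± 2.13 (SD, n = 3) in laser and 3.39 ± 0.35 in control cells, a log2 fold change of 1.10 (adjusted p = 0.0443 from limma), a call lost without any of 5 of the 6 libraries in turn, with an adjusted p of 0.174 without control replicate 2. *GAP1* had a log2 fold change of 1.46 (adjusted p = 0.0098), and 0.0575 without laser replicate 2 is its adjusted p. *PUT4* did not pass (0.67, adjusted p = 0.47), and neither did the difference of its laser effect between T15 and T30. Of the 32 genes 4 were higher and 3 lower at T30 (6 and 3 when adjusted over the list alone). Lower were carriers of sulfur compounds, with *MMP1* for S-methylmethionine at -1.43 and *SAM3* for S-adenosylmethionine at -1.25.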

A similar interrogation at reduced stringency for the GO process “amino acid transport” at T30 identified only *AGP3*, a low-affinity amino acid permease which may function to transport amino acids for use as a nitrogen source in nitrogen-limiting conditions. None of the other amino acid transport genes differentially expressed at T15 were detected at T30 further underscoring the transient nature of differential gene expression when comparing these two time points. These transport responses may indicate a cellular mobilization of external resources to respond to the laser insult. Amino acid would be required for rapid protein synthesis rather than to await intracellular biosynthesis of these building blocks. The regulation of this specific set of amino acid transporters is interesting and warrants further exploration.

At T30 the most highly represented processes for the 35 differentially expressed genes described above included cellular metabolism (carbohydrate metabolic process, protein complex biogenesis, cellular amino acid metabolism), ionic homeostasis (cellular ion homeostasis, ion transport, transmembrane transport), mitochondrion organization, and sporulation. These changes may indicate a complex cellular response to the laser insult in comparison to the more immediate responses at T15. Mobilization of energy sources requiring mitochondrial function, carbohydrate metabolism, protein turnover and biosynthesis would be necessary. The initiation a sporulation response might indicate a survival mechanism as well. These results indicate that both mitochondrial and cellular components are the targets of oxidative damage due to long-wavelength UV radiation.

UV-irradiation would be expected to result in damage to DNA, protein and other macromolecules. 

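*ECO1* links sister chromatids, *RAD53* is the checkpoint kinase of DNA damage, *RFA2* is part of the complex that covers single-stranded DNA and *FRA1* acts with the iron sensor that restrains Aft1. *RFA2*, with 2 exons on chromosome XIV from 48287 to 49216 (R64), had an RPKM of 262 ± 4.18 (SD, n = 3) in laser and 72.3 ± 8.38 in control cells at T15, a log2 fold change of 1.85 (adjusted p = 3.53e-05 from limma). *ECO1* had 27.2 ± 4.81 against 7.30 ± 2.04, a log2 fold change of 1.78 (adjusted p = 0.00110), and *RAD53* 16.7 ± 3.21 against 4.25 ± 1.20, a log2 fold change of 1.77 (adjusted p = 0.00199). *FRA1* had a log2 fold change of 0.94 (adjusted p = 0.0057), below 2-fold. These 4 genes lie below a 4-fold change on this scale.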

Interestingly, only 4 genes (*ECO1*, *RAD53*, *FRA1*, and *RFA2*) out of 63 in the Saccharomyces Genome Database (SGD, www.yeastgenome.org) annotated with the Gene Ontology (GO) term “DNA Repair” were up-regulated at the stringent fourfold, 95% confidence level at T15. At T30, *RFA1*, *RFA2*, and *SOH1* were the only DNA Repair transcripts up-regulated (Table S1, DNA Repair tab). That more genes involved in DNA repair were not highly up-regulated was likely due to the long-wavelength UV (355nm) and the short irradiation time used in our experiments; short-to-mid wavelength UV (250-300nm) is primarily responsible for UV damage to DNA (Rastogi *et al.* 2010; Besaratinia *et al.* 2011).

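*RFA1* and *RFA2* encode subunits of replication protein A, and *SOH1* a subunit of the Mediator of transcription. At T30 *RFA1* had an RPKM of 103 ± 26.3 (SD, n = 3) in laser and 30.5 ± 4.49 in control cells, a log2 fold change of 1.70 (adjusted p = 9.51e-04 from limma), and *RFA2* 265 ± 12.7 against 75.1 ± 4.90, a log2 fold change of 1.81 (adjusted p = 8.70e-05). *SOH1* had 110 ± 15.4 against 52.6 ± 8.67, a log2 fold change of 1.05 (adjusted p = 0.0052) that fell below 2-fold without control replicate 3 (0.92), without laser replicate 2 (0.94) and after median-ratio rescaling (0.86). *RFA1* had already risen by 2.15 at T15. *ECO1* and *RAD53* did not pass at T30, with log2 fold changes of 1.07 (adjusted p = 0.0578) and 0.58 (adjusted p = 0.307).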

There was a representation of genes annotated in SGD as involved in the phenotype “UV Resistance” primarily documenting genes involved in UV repair after exposure to shorter wavelength UV 0f 300 nm or less (https://www.yeastgenome.org/observable/APO:0000085) with 27 and 22 genes out of 322 total genes annotated to this term up-regulated at T15 and T30, respectively, with many of these genes overlapping at the two time intervals (Table S1, UV Resistance Tab) suggesting a prolonged response. Notably, the transcription factor *YAP1*, which plays a central role in response to oxidative stress tolerance (Morano *et al.* 2012) was upregulated. 

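*YAP1* encodes the leucine zipper factor that senses peroxide through its cysteines and lies on chromosome XIII from 253848 to 255800 (R64). Its RPKM at T15 was 279 ± 41.1 (SD, n = 3) in laser and 108 ± 22.1 in control cells, a log2 fold change of 1.37 (standard error 0.20, adjusted p = 6.69e-04 from limma). At T30 its mean RPKM was 188 against 62.3, a log2 fold change of 1.53. At T60 *YAP1* had a log2 fold change of 0.93 and did not pass (adjusted p = 0.427). Its target *GRE2*, a methylglyoxal reductase gene, was called higher at both T15 and T30.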

*YAP 1*, a basic leucine zipper (bZIP) transcription factor is a non-essential gene; a null mutant showed increased mutation frequency and decreased resistance to short-wave UV radiation and oxidizing and reducing agents while overexpression conferred resistance to these agents (Temple *et al.* 2005; Toone and Jones 1998). Our results indicate that *YAP1* is also involved in conferring resistance to long-wavelength UV. In addition, 6 different RAD (RADiation sensitive) genes (*RAD16*, *RAD51*, *RAD52*, *RAD53*, *RAD54*, *RAD 59*, see Table S1, UV-resistance tab) which are involved in nucleotide excision repair in response to DNA damage by UV light (Aboussekhra and Wood 1994) were also upregulated as was *HUG1*, a gene previously shown to be up-regulated by short-wavelength UV(Wade *et al.* 2009), suggesting that if there is some level of DNA damage, it is efficiently repaired by the genes activated in response to oxidative stress and does not result in any compromise of cell growth.

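The RAD genes named here act in recombination (*RAD52*, *RAD54*, *RAD59*), in nucleotide excision repair of silent DNA (*RAD16*) and in the checkpoint (*RAD53*). At T15 *RAD54* rose by a log2 fold change of 1.78, *RAD59* by 1.70 and *RAD52* by 1.39 (limma, n = 3). *RAD16* had a log2 fold change of 1.02 at T15, and 0.70 after median-ratio rescaling, and it fell below 2-fold without control replicate 2 (0.94) or laser replicate 3 (0.93). At T30 *RAD52* rose by 1.59, *RAD54* by 1.54, *RAD16* by 1.51 and *RAD59* by 1.40. *RAD53* was called at T15 and not at T30, and the difference between the times did not pass (adjusted p = 0.557). *HUG1* was called higher at T15, T30 and T60.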

At T15 there was an up-regulation of 15 of the 31 transcripts from genes annotated as “Proteosome Storage Granule” in SGD (Table S1, Proteasome tab). This number of up-regulated genes related to proteasome function increased to 21 genes at T30. These data provide evidence of protein turnover being a major cellular response to long-wavelength UV-irradiation. 

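The 26S proteasome breaks down ubiquitin-tagged proteins, and its genes share the activator Rpn4. Of 33 proteasome genes listed, 22 were higher by at least 2-fold at T15 (22 when adjusted over the list alone) and all 33 passed limma's adjusted p at any fold, with a median log2 fold change of 1.09, and 0.77 after median-ratio rescaling. In camera the list stood higher at the preset correlation (adjusted p = 1.95e-13) and had an adjusted p = 0.255 with an estimated correlation. *PRE8*, a subunit of the core ring, had a mean RPKM of 659 against 267, a log2 fold change of 1.31, and *RPT5*, an ATPase of the base, of 1.25. Both fell below 2-fold after rescaling, at 0.98 and 0.93.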

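At 30 min all 33 proteasome genes of the list were higher by at least 2-fold (33 when adjusted over the list alone), with a median log2 fold change of 1.45, and 1.26 after median-ratio rescaling. *PRE8* had a mean RPKM of 568 against 168, a log2 fold change of 1.74 (limma, n = 3). At T60 the 33 genes had a median of 0.65 and 0 of them were higher by limma (0 over the list alone, 0 at unadjusted p and 2-fold), while 32 passed it at any fold with the replicate block.

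**Figure D5:**
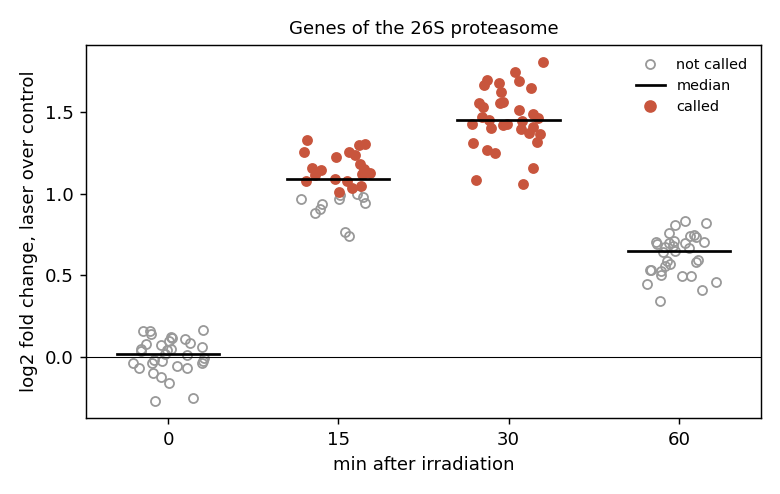
Log2 fold change of laser over control for each gene of the 26S proteasome at 0, 15, 30 and 60 min, with filled points for genes called and bars for the median. At T30 all 33 points are filled, with a median of 1.45, and at T60 the median is 0.65.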

The corresponding ubiquitin ligase genes, which function in targeting of proteins for degradation, were represented by transcripts of *CDC48*, *NPL4*, and *UFD1* at T15 and by *UFD1* only at T30 (Table S1, Ubiquitin Ligase tab).

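The Cdc48 ATPase works with Npl4 and Ufd1 to pull ubiquitin-tagged proteins out of complexes and membranes and hand them to the proteasome. At T15 *UFD1* had an RPKM of 241 ± 5.89 (SD, n = 3) in laser and 73.8 ± 9.95 in control cells, a log2 fold change of 1.71 (adjusted p = 7.57e-05 from limma), and *NPL4* 123 ± 11.1 against 40.1 ± 10.6, a log2 fold change of 1.62 (adjusted p = 3.81e-04). *CDC48* had 669 ± 95.8 against 311 ± 65.6, a log2 fold change of 1.12 (adjusted p = 0.0026), and 0.79 after median-ratio rescaling. At T30 *UFD1* had 180 ± 36.6 against 37.9 ± 6.09, a log2 fold change of 2.21 (adjusted p = 9.68e-05), *NPL4* rose by 1.90 (adjusted p = 0.00149) and *CDC48* by 1.63 (adjusted p = 0.00173). *UFD1* had a log2 fold change of 1.05 at T60 (adjusted p = 0.125) and was called with the replicate block and without laser replicate 1 (adjusted p = 0.0123).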

### Differential expression of tRNA genes

A recent report (Torrent *et al.* 2018) indicates that the tRNA pool in yeast changes in response to a diverse collection of stress conditions in order to enhance selective translation of stress-induced transcripts. In our study, over the 60-minute sampling time, seventeen different transcripts encoding tRNA genes were differentially expressed (*P* < 0.05) in response to laser irradiation (Table 3). In contrast to other highly regulated genes, most of the tRNA transcripts exhibited primarily reduced expression. 

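A tRNA carries an amino acid to the ribosome, and mature tRNA has no poly(A) tail, so few tRNA molecules pass a poly(A) selection. Of 124 tRNA genes tested at T15, 14 were lower and 1 higher in laser cells by limma (9 and 1 when adjusted over the list alone). Of 114 tested at T30, 6 were lower and 6 higher (5 and 5), and of 139 at T60 1 was lower (2 higher and 2 lower over the list alone). In camera the tRNA genes stood lower at T15 at the preset correlation (adjusted p = 7.67e-11) and had an adjusted p = 0.317 with an estimated correlation. With the replicate block 2 were higher and 19 lower at T15, 21 higher and 17 lower at T30, and 14 higher and 20 lower at T60. A tRNA gene had a median of 3 to 5 reads over the 6 libraries of a time point, and copies with the same sequence share reads. The rule that picked tRNA genes by name also matches protein genes such as *SUP35* and *SUP45*, so these counts may hold such genes.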

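Reads on the genes picked by this name rule made up 0.117 ± 0.0151% of all reads (SD, n = 3) in control and 0.0945 ± 0.0128% in laser cells at T15. At T30 they made up 0.114 ± 0.00671% and 0.0977 ± 0.0178%. The median was 4 reads over 250 genes at T15, against totals of 13725 control and 11840 laser reads. A few genes thus hold most of these reads, and the shares cannot be read as levels of tRNA. The aspartate tRNA gene *tD[GUC]B* had 13 reads in control and 1 in laser libraries at T15, a ratio of 13.9 with a 95% counting interval of 2.08 to 589. *EMT1*, for the methionine tRNA of elongation, had 10 and 1, a ratio of 10.7 with an interval of 1.52 to 462, and its call is lost without control replicate 1 (adjusted p = 0.0689). At T30 the asparagine tRNA gene *tN[GUU]L* had 5 and 0. With 3 reads set for the laser group the ratio is 1.34, which leaves out the counting error of the 5 reads. These 3 genes were called lower by limma. At T0 the share of reads on all genes picked by the rule was 0.0943 ± 0.00339% and 0.0933 ± 0.00697%, and at T60 0.104 ± 0.0200% and 0.106 ± 0.0183%.

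**Figure D6:**
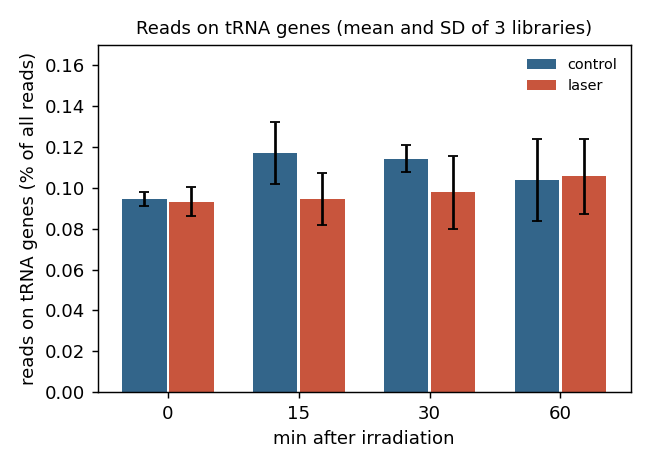
Reads on the genes picked by the tRNA name rule, in percent of all reads in control and laser cells at 0, 15, 30 and 60 min. Bars give the mean and lines the SD of 3 libraries. The rule also matches some protein genes, and a few genes hold most of the reads, so the bars cannot be read as levels of tRNA. The means at T15 are 0.117% in control and 0.0945% in laser cells, and at T60 0.104% and 0.106%.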

Downregulation occurred at T0 for the *EMT2* (Log_2_ FC = -3.0) a methionine tRNA involved in adding methionine residues to the nascent peptide chain. 

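*EMT2* is a gene for the methionine tRNA that lengthens proteins and lies on chromosome XV from 976421 to 976493 (R64). At T0 it had 6 reads in the control libraries, with an RPKM of 9.65 ± 10.1 (SD, n = 3), and 0 reads in the laser libraries. Its log2 fold change was -2.97 and did not pass (adjusted p = 0.237 from limma). The glutamine tRNA gene *tQ[UUG]E1* had 0 control and 6 laser reads at T0 and did not pass either, but was called with the replicate block.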

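*IMT4* is a gene for the initiator methionine tRNA, which starts protein chains, and lies on chromosome V from 100133 to 100204 (R64). At T30 it had 0 reads in the 3 control and 6 reads in the 3 laser libraries. With 3 reads set for the control group the ratio is 2.49, which leaves out the counting error of the 6 reads. Its RPKM in laser cells was 8.13 ± 4.00 (SD, n = 3), a log2 fold change of 3.05 (adjusted p = 0.00117 from limma). *IMT4* has near-identical copies in the genome, so these reads cannot be placed on 1 copy.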

Interestingly, the transcript for *IMT4* which encodes a methionine initiator tRNA was up-regulated (Log_2_ FC = 3.0) at T30 suggesting an increase in protein synthesis. 

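The leucine tRNA gene *tL[CAA]G1* had 15 reads in the 3 control and 0 in the 3 laser libraries at T15. With 3 reads set for the laser group the ratio is 5.33, which leaves out the counting error of the 15 reads. Its RPKM in control cells was 16.0 ± 3.12 (SD, n = 3), a log2 fold change of -4.04 (standard error 0.38, adjusted p = 3.97e-05 from limma). Among the tRNA genes called at T15, *tL[CAA]G1* had the largest change. The arginine gene *tR[ACG]J* also had 15 and 0 reads. A fitted change for a gene with 0 reads in 1 group depends on the value of 1 added to the RPKM.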

The largest change in expression occurred at T15 for a leucine tRNA (Log2 FC = - 4) which was downregulated by 16-fold. Other tRNA genes were also regulated, but at levels below the threshold applied for significance (Table S1). These data indicate these tRNAs were regulated by laser-induced damage. We surmise that these tRNA transcripts were captured in the RNAseq analysis due to polyA tails known to be present in some tRNA transcripts (Düvel *et al.* 2003; Torrent *et al.* 2018) or possibly added during processing as a means to down-regulate tRNAs to control translation (Wilusz 2015; Phizicky and Hopper 2010). It is probable that only a small set of tRNA down-regulation would be needed to stop protein synthesis entirely to repair cellular damage in preparation for re-initiating cellular growth after repairs had been done.

**Table 3:** Transcripts for tRNA genes differentially expressed at T0, T15, T30, and T60

Control v. Laser T0				
Name	tRNA Gene	P value	Log2 Fold Change	
*tQ[UUG]E1*	Glutamine (thiolation of uridine at wobble position)	0.00272	3.0	up
*tK[UUU]G2*	Lysine (thiolation of uridine at wobble position)	5.21E-06	2.3	up
*EMT2*	Met (elongation)	0.0152	3.0	down
Control v. Laser T15				
Name	tRNA Gene	P value	Log2 Fold Change	
*tL[CAA]G1*	Leucine	1.35E-05	4.0	down
*tR[ACG)J*	Arginine (one of 6 nuclear tRNA genes containing the tDNA-anticodon ACG (converted to ICG in the mature tRNA), decodes CGU, CGC, and probably CGA codons into arginine, one of 19 nuclear tRNAs for arginine	0.0062	3.8	down
*tD[GUC]J2*	Aspartate	1.12E-03	2.7	down
*tV[AAC]E1*	Valine	4.99E-04	2.4	down
Control v. Laser T30				
Name	tRNA Gene	P value	Log2 Fold change	
*IMT4*	Methionine (initiator)	1.58E-03	3.0	up
*tN[GUU]L*	Asparagine	6.54E-04	2.5	down
*tR[UCU]M2*	Arginine (nuclear)	1.77E-03	2.4	down
*tN[GUU]N1*	Asparagine	1.79E-03	2.3	down
*tH[GUG]E1*	Histidine	5.64E-05	2.1	down
*tK[CUU]C*	Lysine (mito with Msk1p)	5.68E-05	2.1	down
Control v. Laser T60				
Name	tRNA Gene	P value	Log2 Fold change	
*tK[UUU]G1*	Lysine (thiolation of uridine at wobble position)	0.000739	2.2	up
*tA[AGC]M2*	Alanine (one of 11 nuclear tRNA genes containing the tDNA-anticodon AGC (converted to IGC in the mature tRNA), decodes GCU and GCC codons into alanine, one of 16 nuclear tRNAs for alanine	8.18E-07	2.0	up
*tH[GUG]H*	Histidine	0.00011	2.7	down
*tG[GCC]O1*	Glycine	0.00205	2.4	down

## Conclusion

Exposure to UV irradiation as delivered in this study (355 nm, 30 sec, 55 J) allowed for continued cell viability, but resulted in rapid, transient changes in gene expression assayed at T15 and T30 min post-transfer of the irradiated cells into fresh growth medium which returned to baseline levels by T60. UV-irradiation is a source of cellular stress; we did observe differential expression of a subset of the ESR genes (Gasch *et al.* 2000). However, upon filtering out the ESR genes, as well as setting a stringent selection criterion to identify transcripts with at least a fourfold change in expression, we identified a population of transcripts (56 at T15 and 57 at T30) that we ascribed to the laser-irradiated transcriptome.

The cell responded to long-wavelength UV irradiation with transcriptional upregulation of genes annotated as responding to UV resistance and oxidative stress. Furthermore, consistent with a cellular response to repair cellular damage and to prepare for cellular growth upon introduction into fresh medium, we noted increased transcripts for amino acid mobilization and protein turnover utilizing proteasome components, proteases, and peptidases. The down-regulation of tRNA genes also points to protein translation as a key process in the cell’s coping with UV irradiation-induced damage. That DNA repair was not a large factor in response to the UV laser used in this experiment is also consistent with the know targets of long-wavelength UV as opposed to shorter-wavelength UV-induced DNA damage. In addition, it is known that the transcriptional response of *S. cerevisiae* to short-wavelength UV radiation that damages DNA may not directly identify genes that protect against UV radiation (Birrell *et al.* 2002). The yeast cell demonstrates a notable ability to respond to damaging UV irradiation over a short time interval by returning the normal transcriptional responses by 60 min post-irradiation.

Long-wavelength UV radiation has been used to a much lesser extent in biological studies in comparison to the use of short-wavelength UV. Experiments using long-wavelength UV have concentrated mainly to crosslink psoralen to DNA as this compound is used to treat skin diseases. Some studies have measured transcriptional responses to long-wavelength UV in keratinocytes (Luo *et al.* 2017; Kraemer *et al.* 2013; Zhao *et al.* 2013) and in melanocytes (Zhao *et al.* 2017). In yeast, long-wavelength UV and psoralen has been used as a model to study DNA damage repair mechanisms (Cruz *et al.* 2012).

The results of these experiments demonstrate that a short burst of high-energy, long-wavelength UV did not substantially impact cell viability. Furthermore, the transient nature of the transcriptional response and the modest number of genes whose transcription was regulated under the conditions of these experiments indicates that long-wavelength UV irradiation of yeast cells for a short time period would not impact proteomic studies unless the expression of a particular target protein or its interactors were affected. There should be no additional *in vivo* cross-linking of cellular proteins that were not already in close physical proximity at the initiation of the laser-induced cross-linking.

How the deposited data were processed for this re-analysis (not part of the article)

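RNA of haploid *S. cerevisiae* BY4741 was sequenced from 3 cultures, each divided into a control portion and a portion irradiated for 30 s at 355 nm, at 0, 15, 30 and 60 min after return to fresh medium, which gives 24 libraries in 8 groups of 3. The authors made the libraries with the TruSeq Stranded mRNA kit, which selects poly(A) RNA, aligned the reads to the S288C reference with SeqMan NGen 14.1.0 and computed expression values in ArrayStar 14.1.0. The text does not say how the strand of the reads was used in counting. The values analysed were the RPKM values deposited by the authors for each gene and library, in 4 tables of 1 time point each. A gene without reads carries an RPKM of 0.021 there. The deposited p-value of each gene, adjusted by the authors by the false discovery rate, the deposited t score, control minus laser on log2 RPKM, and the deposited fold change, a ratio of the larger over the smaller group geometric mean, were used only as an alternative. The deposited p-values were recomputed from the RPKM values by a Student test on the log2 scale, adjusted over all genes of the table with the genes lacking a p ranked first, and 100%, 100%, 99.97% and 100% of them at T0, T15, T30 and T60 were met within 2%.

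Library depth was recovered from the RPKM steps of genes with few reads, where 93.1% to 96.7% of the low values per library lay within 0.08 of a whole number of reads, against 16% by chance. The 24 libraries hold 93606500 reads in all. Between 421 and 532 genes per library had no reads, 132 genes had none in any library, and the 10 genes with the most reads took 8.65% to 11.5% of a library. Intervals given for genes with few reads cover counting error only. For a group at 0 the ratio was taken with 3 reads over the group as its floor. Such a ratio leaves out the counting error of the other group. A pair of gene names had been turned into dates in the tables and were not translated back. Names were matched to the R64 annotation for 6190 genes, which also gave positions. Reads of genes with near-identical copies, such as tRNA genes, *HSP82* and *THI12*, cannot be placed with certainty. *AAD6* is absent from the tables, and *ROQ1* is listed as *YJL144W*.

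At each time point laser and control libraries were compared by limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with a variance trend over expression, for genes with an RPKM of at least 1 in at least 3 of the 6 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. The counts that the paper gives at fixed p and fold thresholds were made with unadjusted p from the same fit. Distances were Bray-Curtis on square-root RPKM, tested by ANOSIM over the 10 splits of 6 libraries (exact, one-sided). The overlap of T15 and T30 was tested by Fisher's exact test, two-sided, and the difference of the laser effect between T15 and T30 by an interaction term in 1 limma fit of all 24 libraries. For 29 gene lists, written from gene function, from the paper's Table 2 or from the genes the paper names, camera compared the genes of a list with all other genes at a preset correlation of 0.01, adjusted over 112 tests of a list at a time point, and again with an estimated correlation. With the estimated correlation 1 list of the 112 tests passed, oxidative phosphorylation at T60. Counts of list genes are given over all genes tested and adjusted over the list alone.

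The share of the change of control cells covered by laser cells was, for each culture, the covariance across genes of its laser change since T0 with the control change of the other cultures, divided by that of its own control change. Values were simulated to test the procedure, drawn for each gene on its own around its control mean with its SD within groups. Changes were added to chosen genes. Genes of the real libraries vary together, with an estimated correlation of 0.818 among ribosomal protein genes at T15. The rates that follow therefore need not hold for the real libraries. Of 250 genes changed by 2 on the log2 scale 84.4%, 88%, 86.8% and 77.2% were called at T0, T15, T30 and T60, with 4 to 6.4 unchanged genes called per round, and camera called 20 of 20 changed lists at T15 and 0 of the unchanged ones. Tables and plots were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.

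The genes given by name follow a rule. They are every gene the paper names, whose values were seen in the paper, at T15 and T30 the 10 higher and 10 lower genes with the largest log2 fold change among those called whose laser and control values do not overlap, at T0 and T60 5 and 5 of these, up to 4 genes per list and time point with the smallest p, and the 4 auxotrophic markers of the strain. A few genes outside the rule were named after their values were seen, and some results that the rule covers are not reported here.

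The replicate numbers of laser and control libraries were read as shared cultures, since the paper divides each culture. After the group means were removed, laser and control libraries of the same number correlated across genes by 0.72, 0.25 and 0.65 at T0, 0.34, 0.54 and 0.69 at T15, 0.39, 0.01 and 0.64 at T30, and 0.73, -0.10 and 0.73 at T60, and those of different numbers by at most 0.334, 0.302, 0.457 and 0.484. The fit without this block was the choice reported and the fit with it an alternative. The other alternatives were pseudocounts of 0.1 and 5, no filter and a filter at an RPKM of 10, median-ratio rescaling, quantile normalization, unadjusted p, the authors' deposited p-values and fold changes, 1 fit of all libraries, and each library left out in turn, where the genes tested stayed those of the 6-library filter. Fits made for read counts were not run, since the values are RPKM.

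Of the lists that check the strain, 0 of 3 MATalpha-specific genes tested at T15 were called by limma (0 adjusted over the list alone, 0 at unadjusted p), and of the 2 auxotrophic markers tested at T15, *MET17* and *HIS3*, 1 was higher (1 over the list alone). The mitochondrially encoded genes were too low to be tested, with *COX1* at the lowest value in 23 and *OLI1* in 20 of 24 libraries. Of the genes named in the paper, a list chosen on these samples and so not independent evidence, 46 of 64 were higher and 6 lower at T15 (46 and 7 adjusted over the list alone), 42 and 5 of 64 at T30 (44 and 6), and 7 and 1 of 67 at T60 (23 and 3, and 22 and 3 with the replicate block). The supplementary lists of stress response, gene ontology and UV resistance genes were not used here.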

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

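The test of lower carry-over of RNA without poly(A) tails and the count over splits that change the groups at both T15 and T30 were chosen only after the result was seen.

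Of 31 genes of sulfate assimilation and sulfur amino acid synthesis 8 had a higher log2 fold change at T15 than at T30 by a test of the difference, some of them because they turned lower at T30, and of 29 iron regulon genes 1, *FIT2*, had a higher one at T30. *MET17*, for homocysteine synthesis, *MUP3*, for a methionine permease, *GTT2*, for a glutathione transferase, and *FIT2*, for an iron-binding wall protein, stand out by the same test. The log2 fold change at T15 minus that at T30 was 3.38 for *MET17* (adjusted p = 2.90e-05 from limma), 2.65 for *MUP3* (adjusted p = 0.0105), 1.27 for *GTT2* (adjusted p = 0.0491) and -1.87 for *FIT2* (adjusted p = 0.00119). Such a difference was found for 33 genes in all (88 with the replicate block). Of 100 splits of control and laser libraries within T15 and within T30, 9 gave as many genes, the real one included, with 1069 as the highest other. The 8 other splits as large keep the real groups at T15 or at T30, and so hold the laser effect of that time. Among the 84 splits left when only those that change the groups at both times are set beside the real one, 1 gave as many, the real one, with 1 gene as the highest other. Mixing the treatments at both times puts the laser effect itself into the residual spread, whose median SD over the 33 genes went from 0.321 to 0.726, so these splits decide nothing, and chance is not excluded by the count of splits.

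Other signals lie in genes the paper does not discuss. Ribosomal protein genes were lower at T15 for 33 of 137 at any fold, and genes of ribosome biogenesis and RNA polymerase I for 36 of 88, with medians of -1.18 and -0.88 after median-ratio rescaling, and with the replicate block these counts were 132 and 85. In camera with an estimated correlation the adjusted p was 0.351 and 0.317 for these lists. The G1/S genes, among them *MCD1*, for the cohesin subunit that holds sister chromatids, with a log2 fold change of -1.23, had 5 of 19 lower at T30, a list with adjusted p = 0.350 with an estimated correlation. Nuclear-encoded genes of oxidative phosphorylation had a median log2 fold change of -0.64 at T60, with 36 of 39 below 0 and an adjusted p = 0.0160 with an estimated correlation, which became 0.356 with the replicate block. Histone genes had a median of -0.995 at T60, with 10 of 10 below 0 and an adjusted p = 0.174 with an estimated correlation. At T15 and T30 the histone genes had medians of -0.14 and 0.01, the latter -0.18 after rescaling, and whether their laser effect differed between T30 and T60 was not tested.

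Some RNAs without poly(A) tails were lower in laser cells, with 14 tRNA genes lower and 1 higher at T15, and 13 snoRNA genes lower at T30 (22 with the replicate block). The snoRNA median at T30 was -0.61 (-0.78 after rescaling). The tRNA genes went both ways at T30, with 6 lower, 6 higher and a median of 0.008. The tRNA name rule also matches some protein genes. The snoRNA genes were picked mainly by name, which takes in splicing RNAs such as *snR6*, so their medians are not of snoRNA alone. Lower carry-over of RNA without poly(A) tails in the laser libraries would lower rRNA too. The median log2 fold change of the 8 rRNA genes was 0.51 at T15 (median absolute deviation 0.464) and 0.15 at T30 (0.103), but 0.19 (0.473) and -0.03 (0.104) after rescaling, so this explanation and a lower level in irradiated cells cannot be told apart, since after rescaling the rRNA medians lie within their spread at both times. Counting noise stays open for the tRNA genes, because 4 had reads in all 3 libraries of 1 group and none in the other at T15, against 6 as the upper end of the central 95% of Poisson draws, and 7 against 7 at T30. All 4 at T15 had their reads in control cells, for which alone the upper end was 3. At T60 the snoRNA median was 0.37, with 0 snoRNA genes called by limma, and 11 higher and 1 lower with the replicate block. At T30 3 snoRNA genes were higher with the block.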

How the results depend on the processing

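The alternatives without tRNA and snoRNA genes and those built on the authors' t values or on the authors' p-values over all genes of the table were chosen only after the result was seen. Pseudocounts, filters and scaling left 1 call at T0, apart from quantile normalization, with 2, and the larger moves came from how p was obtained. At T0 (1 gene) unadjusted p gave 57 genes, the authors' deposited p-values and fold changes 10, the replicate block 32, 1 fit of all 24 samples 16, the authors' t values 3 and the authors' p-values over all genes 15. The authors' deposited p-values and fold changes, the authors' t values and the authors' p-values over all genes gave 448, 360 and 431 genes at T15 (773) and 326, 247 and 319 at T30 (693). At T60 (14) median-ratio rescaling gave 46 genes, quantile normalization 37, unadjusted p 170, the replicate block 184, 1 fit of all 24 samples 76, the fit without tRNA and snoRNA genes 25 and the authors' t values 9. The cause was not tested for any of these. Leaving out 1 library gave 0 to 3 genes at T0 (3 without control replicate 1, 0 without laser replicate 2), 617 to 1037 at T15, 471 to 963 at T30 and 6 to 119 at T60, where the fits without control replicate 2, laser replicate 1, laser replicate 2 and laser replicate 3 gave 6, 119, 6 and 8. These fits kept the genes tested with 6 libraries. The number of gene lists past camera's threshold fell from 12, 21, 20 and 18 at T0, T15, T30 and T60 to 0, 0, 0 and 1 with an estimated correlation, and stayed within 1.5-fold with the block, with a pseudocount of 0.1 and with rescaling. Genes called at both T15 and T30 numbered 454, and 169 with the authors' deposited p-values. The genes whose laser effect differed between T15 and T30 numbered 33, and 88 with the replicate block. The covariance of the laser effect with the change of control cells was -0.328 at T15 and -0.450 at T30. It was -0.496 and -0.663 with a pseudocount of 0.1, and -0.405 at T30 with separate control replicates. ANOSIM R with log2(RPKM + 1) was 0.037 at T0, 1 at T15 and 0.741 at T30, and was unchanged with filtered genes and without tRNA genes, and the counts at 4-fold and p under 0.05, summed over T15 and T30, stayed within 1.5-fold. At 2-fold and p under 0.05 the authors' deposited p-values gave 10, 430, 316 and 20 genes at T0, T15, T30 and T60, against 57, 826, 800 and 170 at unadjusted limma p. Of 473 pairs of a named gene and a time point, rescaling ended the call of 24 and made 33 calls, a pseudocount of 0.1 ended 8 and made 1, the authors' deposited p-values ended 50 and made 15, and the block made 43 and ended none. Leaving out 1 library ended 10 to 26 of these calls and made 2 to 26, the latter without laser replicate 1. No named gene past the threshold changed direction under these settings. Pairing by the block left the counts of genes called at T15, at T30 and at both times within 1.5-fold, and moved counts within lists, as from 33 to 132 ribosomal protein genes lower at any fold at T15, from 36 to 85 genes of ribosome biogenesis, and from 6 and 6 to 21 and 17 tRNA genes at T30. The comparisons of edgeR with DESeq2 and the filter for counts were not run, since the values are RPKM. Depth limits the genes with few reads. At 2579000 to 5359500 reads per library 1 read on a tRNA gene of 72 bases is an RPKM of 2.59 to 5.39, so small changes of tRNA genes were not detectable at this depth.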

Differences from the paper's values

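The comparison with the authors' p-values over all genes of the table was chosen only after the result was seen.

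Few genes separated the treatments at T0, where *SRX1*, for sulfiredoxin, was the 1 gene higher here against the paper's 8. Of the alternatives set before the data were examined, the authors' deposited p-values and fold changes, with 6, came within 1.5-fold of the paper's count, and every other one, from 0 without laser replicate 2 to 42 at unadjusted p, did not. At T15 725 genes were higher here against the paper's 416. Pseudocount 5 (536), no filter (611), median-ratio rescaling (383), quantile normalization (361), the authors' deposited values (431) and the fit without control replicate 1 (562) came within 1.5-fold, while a pseudocount of 0.1, a filter at an RPKM of 10, unadjusted p, the replicate block, 1 fit of all 24 samples and the fits without each of the other libraries, from 646 to 953, did not. At T15 48 genes were lower here against the paper's 15, with the authors' deposited values (17) within 1.5-fold and every other alternative, from 27 to 198, not. At T30 621 genes were higher here against the paper's 228, with the authors' deposited values (295) within 1.5-fold and every other alternative, from 412 to 874, not. The number of genes at 4-fold and unadjusted p under 0.05 at T30 was 159 here against the paper's 102, with the authors' deposited p-values at 102 and a pseudocount of 0.1 at 234, which is not within 1.5-fold. With the deposited p-values and the log2 ratio of the group means + 1 over all genes of the table, a setting chosen after seeing the values, 8 genes were higher at T0 and 416 higher and 15 lower at T15, the counts the paper gives, and 287 were higher at T30. The genes behind the paper's counts are in its Table S1, which was not at hand, so the number of them that this setting drops was not counted. When the deposited p-values were replaced by ones adjusted over the genes that have one, 2 genes were higher at T0, 328 at T15 and 207 at T30. The paper's thresholds, p under 0.05 and 2-fold, were also used here, but the test, the genes tested and the adjustment of p differed. With the authors' t values and p adjusted over the genes tested here, 346 genes were higher at T15 and 223 at T30. That setting, too, was chosen after the result was seen.

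Several statements about single genes also differ. The paper states that *LSO1*, of the iron regulon, was back at its basal level at T60, and here its log2 fold change was 6.00 (adjusted p = 6.04e-05 from limma, 3 of 3 laser libraries above all controls), while its deposited p is 0.113. It states that *FIT2* alone of the iron genes was raised at T15, T30 and T60, and here *LSO1* was as well. It states that all genes of Table 2 were raised at T15. Here 11 of 12 were, and *FET4*, a low-affinity iron transporter, was lower by a log2 fold change of -1.11, the value Table 2 itself gives. It names 6 iron genes as called at both T15 and T30, and here *MRS4*, *FTH1* and *ARN2* were also higher at T30, with deposited p-values of 0.112, 0.174 and 0.0769. Of the Cdc48 complex genes it names *UFD1* alone at T30, and here *CDC48* (1.63) and *NPL4* (1.90) were higher too, with deposited p-values of 0.0647 and 0.0591. Of the amino acid transport genes it names *AGP3* alone at T30, at p under 0.1 and at least 2-fold. Here *BTN2* (2.01, past the 4-fold change that the paper finds at T15 alone) and *GAP1* (1.46) were higher as well at an adjusted p under 0.05, and of their deposited p-values, 0.123 and 0.0598, that of *GAP1* passes the paper's threshold with a deposited fold of 3.00. Of the DNA repair genes it names *RFA1*, *RFA2* and *SOH1*, a Mediator subunit, alone at T30, from an annotated set and without a threshold for that time, after a 4-fold one at T15. Here 12 of 47 genes of another list of repair genes were higher at 2-fold, *RAD52* (1.59) among them, with a deposited p of 0.0198 and fold of 3.06. Of the DNA repair genes it gives as past 4-fold at T15, *ECO1* (1.78), *RAD53* (1.77), *RFA2* (1.85) and *FRA1* (0.94) lay below that on the log2 scale used here, and the deposited fold is 4.01 for *RAD53* and 3.79, 3.65 and 1.94 for *ECO1*, *RFA2* and *FRA1*.
The paper also gives as changed some genes that limma did not call, with all 10 going in the paper's direction. At T0 these are *EMT2*, *tQ[UUG]E1* and *tK[UUU]G2*, tRNA genes with adjusted p of 0.237, 0.144 and 0.186 here. At T60 they are *ANS1*, *YLR053C*, *CIS1* and *THI12*, with adjusted p of 0.205, 0.378, 0.157 and 0.338, and the tRNA genes *tK[UUU]G1*, *tA[AGC]M2* and *tG[GCC]O1*, with 0.0704, 0.0848 and 0.0704. The authors' deposited p-values, from 8.18e-07 for *tA[AGC]M2* to 0.0272 for *CIS1*, call these 10 genes, and the replicate block calls *ANS1*, *CIS1*, *tQ[UUG]E1* and the 3 tRNA genes of T60.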

Other observations

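The 3 tests on the genes that stay higher at T60 were chosen only after the result was seen.

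Sulfiredoxin (*SRX1*) was higher at T0, T15 and T30. At T15 chaperones such as *HSP42*, ribonucleotide reductase subunits (*RNR2*, *RNR3*, *RNR4*), iron regulon genes such as *LSO1* and *FIT2*, proteasome genes and Msn2 and Msn4 targets were higher, most of them at T30 as well, and enzymes of sulfate assimilation such as *MET14* were higher at T15. *HUG1*, *RNR3*, *LSO1* and *FIT2*, already higher at T15 and T30, were still so at T60, when *HTB2*, for histone H2B, was lower. At T60 3 of 18 DNA damage-inducible genes and 2 of 29 iron regulon genes were called higher by limma (5 and 11 with the replicate block). Of these *RNR3* serves deoxynucleotide supply, and its call is lost without control replicate 2 or laser replicate 2.

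*MET17* appears in the libraries of a strain whose genotype in the paper lists it as deleted under its older name, with at least 149 reads in each T15 library and a rise that runs with those of *MET2*, for homoserine acetylation, and *MET14*. *LEU2* and *URA3*, the other markers given as wholly deleted, had no reads in any library, while *HIS3*, for histidine synthesis, had an RPKM of 106 to 168. No explanation of this was tested.

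*LSO1*, *HUG1*, *RNR3* and *FIT2*, the iron and DNA damage genes still higher at T60, could owe their level to laser T30 RNA in the laser T60 libraries, to scaling or to 1 deviating library. RNA of T30 would leave about the same share of the T30 excess in every gene. The 621 genes higher at T30 kept a median of 23.2% with an upper quartile of 33.2%, *LSO1* kept 41.2%, *HUG1* 95.2%, *RNR3* 48.5% and *FIT2* 33.2%. These genes were picked for being high at T60 and a part of the 621 lies above the quartile in any case, so T30 RNA and a lasting rise cannot be told apart. Rescaling left *LSO1* at a log2 fold change of 5.97, and the lowest value without 1 library was 5.84, so the tables argue against scaling and 1 deviating library for *LSO1*, while the call of *RNR3* is lost without control replicate 2 or laser replicate 2, at log2 fold changes of 2.77 and 2.81. A lasting transcription of these genes stays open as a hypothesis, and slow decay of their RNA was not tested.

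Across genes the laser effect at T15 ran against the change that control cells make after transfer to fresh medium, with a covariance of -0.328. Chance values of the shared control T15 libraries would give this sign too. With separate control replicates the covariance stayed negative, at -0.263 (SD of replicates 0.127), below the lowest of 100 simulated values, -0.0863. The simulated values span little (mean -0.0740), while genes of real libraries vary together, so this range does not settle the question. A slower transfer response of the irradiated cells is consistent with the 56.3% of the control change that they had made by T15. As the whole cause of the genes higher at T15 it would keep laser values within the course of control cells. For 40% of the 725 genes, *SRX1*, *HUG1* and *LSO1* among them, the 3 laser values lie above all 12 control libraries (22.7% of 621 at T30). Controls were sampled at these time points only, so a brief rise between them that laser cells made later cannot be told apart. The distance of laser T15 to control T0 averaged 0.101 and that of control T15 to control T0 0.124, and what would delay the cells, damage or stress signalling, was not tested.

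The 10 splits of 6 libraries are too few for a share under 0.05. The real and the highest other count of genes called were 1 and 4 at T0, 773 and 1 at T15, 693 and 0 at T30, and 14 and 185 at T60, reached or passed by 4, 1, 1 and 2 of the 10 splits, the real one included. Among the splits that part every culture's pair the highest other was 0 at each of the 4 times. The T60 split with 185 genes sets control replicates 1 and 2 and laser replicate 1 against control replicate 3 and laser replicates 2 and 3, and so points to a structure of the samples. For gene lists, adjusted over the lists of the time point, the real and the highest other count were 12 and 14, 21 and 20, 20 and 21, and 18 and 15 at T0, T15, T30 and T60, reached or passed by 3, 1, 3 and 1 of the splits.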
